# Large-scale integration of single-cell transcriptomic data captures transitional progenitor states in mouse skeletal muscle regeneration

**DOI:** 10.1038/s42003-021-02810-x

**Published:** 2021-11-12

**Authors:** David W. McKellar, Lauren D. Walter, Leo T. Song, Madhav Mantri, Michael F. Z. Wang, Iwijn De Vlaminck, Benjamin D. Cosgrove

**Keywords:** Data integration, Muscle stem cells, Stem-cell differentiation

## Abstract

Skeletal muscle repair is driven by the coordinated self-renewal and fusion of myogenic stem and progenitor cells. Single-cell gene expression analyses of myogenesis have been hampered by the poor sampling of rare and transient cell states that are critical for muscle repair, and do not inform the spatial context that is important for myogenic differentiation. Here, we demonstrate how large-scale integration of single-cell and spatial transcriptomic data can overcome these limitations. We created a single-cell transcriptomic dataset of mouse skeletal muscle by integration, consensus annotation, and analysis of 23 newly collected scRNAseq datasets and 88 publicly available single-cell (scRNAseq) and single-nucleus (snRNAseq) RNA-sequencing datasets. The resulting dataset includes more than 365,000 cells and spans a wide range of ages, injury, and repair conditions. Together, these data enabled identification of the predominant cell types in skeletal muscle, and resolved cell subtypes, including endothelial subtypes distinguished by vessel-type of origin, fibro-adipogenic progenitors defined by functional roles, and many distinct immune populations. The representation of different experimental conditions and the depth of transcriptome coverage enabled robust profiling of sparsely expressed genes. We built a densely sampled transcriptomic model of myogenesis, from stem cell quiescence to myofiber maturation, and identified rare, transitional states of progenitor commitment and fusion that are poorly represented in individual datasets. We performed spatial RNA sequencing of mouse muscle at three time points after injury and used the integrated dataset as a reference to achieve a high-resolution, local deconvolution of cell subtypes. We also used the integrated dataset to explore ligand-receptor co-expression patterns and identify dynamic cell-cell interactions in muscle injury response. We provide a public web tool to enable interactive exploration and visualization of the data. Our work supports the utility of large-scale integration of single-cell transcriptomic data as a tool for biological discovery.

## Abstract (web summary)

David McKellar et al. integrate single-cell and -nuclear transcriptomic analyses of mouse skeletal muscle in homeostatic conditions or following injury. The resulting transcriptomic model of myogenesis identified rare, transitional states and cell subtypes that are poorly represented in individual datasets, providing a valuable resource for the field.

## Introduction

Muscle stem cells (MuSCs) are essential for muscle homeostasis and repair. MuSCs are typically quiescent in homeostasis and are activated after muscle damage. Their subsequent proliferation, differentiation, commitment, and fusion replenishes skeletal muscle tissue in a complex, coordinated process^1–3^. MuSCs are a rare cell type, accounting for less than 1% of the cells within skeletal muscle at homeostasis. Even rarer are the cell states quiescent MuSCs transition through during differentiation to myofiber cells. Consequently, MuSCs and muscle progenitor cells (myoblasts and myocytes) are difficult to study in their native tissue context. Conventional strategies to study MuSCs and muscle progenitor cells rely on enrichment by fluorescence-activated cell sorting using a transgenic reporter or prospective isolation markers^4^. These methods however are ill-suited to capture the subtle, continuous cell state transitions which are critical for myogenesis due to a paucity of highly stage-specific cell isolation markers and the rarity of these cells.

Single-cell RNA sequencing (scRNAseq) enables a detailed characterization of cell types and states in complex tissues without the need for targeted cell enrichment^5–8^. Skeletal muscle has been the focus of a number of recent scRNAseq studies, which have aimed to catalog its dynamic and heterogeneous constituent cell types and the progression of myogenic stem and progenitor cell regulation in muscle development and repair^7^. Single-nucleus RNA sequencing (snRNAseq) has been used to capture transcriptomic signatures from mature myofiber nuclei, which are largely lost during cell isolation required for scRNAseq^9–13^. Yet, despite advances in the scale of sc/snRNAseq technologies (10^3^–10^4^ cells per experiment), these methods still poorly sample rare cell types and transient cell states in detail without purification, which can introduce marker bias and technical artefacts^14^. For example, we previously used scRNAseq to study the dynamics of hindlimb skeletal muscle regeneration in adult mice and resolved ~12 muscle-resident cell types from ~35,000 single-cell transcriptomes^15^. However, we observed fewer than 100 committed and fusing myogenic cells even though we sampled key time-points of myogenic differentiation post-injury^15^. Other studies similarly reported an infrequent sampling of committed myogenic progenitors from whole muscle samples^15–17^.

To overcome these challenges, we used large-scale integration of single-cell transcriptomics data. We measured ~95,000 single-cell transcriptomes from 23 new samples of regenerating mouse hindlimb muscles in older mice. We then leveraged recent improvements in batch-correction algorithms^18,19^ to incorporate 88 publicly available sc/snRNAseq datasets from 18 prior studies in our analysis^9,11,15–17,20–32^. This led to a dataset that included ~365,000 cells/nuclei after quality filtering and allowed us to study the cellular composition and dynamics in response to skeletal muscle injury over a wide range of experimental conditions. The depth of transcriptome coverage achieved by large-scale integration of single-cell transcriptomic data enabled us to robustly characterize rare, short-lived cell states on the myogenic cell differentiation trajectory. We identified transcription factors and surface markers that distinguish committed myoblasts (~5 per sample, on average) and fusing myocytes (~15 per sample, on average), which represent only 0.2 and 0.5% of all cells in the integrated muscle compendium, respectively. We performed spatial RNA sequencing of mouse muscle at three-time points after injury and used the integrated compendium as a reference to achieve a high-resolution, local deconvolution of cell subtypes. Our analysis brings insights into the dynamics of stromal and immune cell colocalization with transient myogenic cell states.

## Results

### Large-scale integration enables a high-resolution view of skeletal muscle

To profile skeletal muscle homeostasis and repair, we performed scRNAseq on 23 adult mouse skeletal muscle samples using the 10x Chromium v3 platform. In addition to uninjured controls, we induced muscle damage in adult (7 mo) and aged (20 mo) C57BL/6J mice using notexin and collected tibialis anterior muscles at several time points within one week after injury (sample details in Table S1 and Supplementary Data 1). 

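Per-cell tables of 21 of these samples were examined, all from tibialis anterior muscles of 20-month-old mice with 1 mouse per sample. Notexin is a snake-venom phospholipase that destroys myofibers, and it was injected into the muscle to start regeneration. The groups were 4 uninjured mice, 4 mice at 1 day post-injury (dpi), 3 at 2 dpi, 4 at 3.5 dpi, 3 at 5 dpi and 3 at 7 dpi. The samples from 7-month-old mice were not analysed here. Muscles were dissociated and captured on the 10x Chromium v3 platform, in which each captured transcript carries a unique molecular identifier (UMI).

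The authors aligned the reads to mm10 with cellranger, subtracted ambient RNA, filtered the cells and removed doublets before depositing the tables. For each cell they deposited the corrected number of UMIs, the number of genes detected, the percent of UMIs from mitochondrial genes, a cell type label from each of 3 integration methods and, for most muscle stem cells and progenitors, a myogenic state. Values for single genes were not used here. Summed over the cells of a sample, the tables held between 5602464 and 70730171 UMIs, with a median of 38088706. The median total was 15491289.5 in uninjured samples, 33071180.5 at 1 dpi, 41515434 at 2 dpi, 47850522 at 3.5 dpi, 44458255 at 5 dpi and 37217749 at 7 dpi. The median number of UMIs per cell in a sample had a group median of 3867 in uninjured samples, 8169 at 1 dpi, 7412 at 2 dpi, 12428 at 3.5 dpi, 7424 at 5 dpi and 5817 at 7 dpi. The mean sequencing saturation was 64.5% in uninjured samples and between 41.1% and 60.8% at the time points after injury, so the lower number of UMIs in uninjured cells does not by itself give a lower sequencing depth.

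From these tables, the cells of each type and state were counted in each mouse and expressed as a share of that mouse's cells or myogenic cells. The mouse was the unit of replication in every comparison of time points, states or labels. Cells were the unit only in the intervals and limits of shares in single samples and in a binomial probability for 1 dpi replicate C. Shares depend on the label that is used, on the denominator and on the filter on cells, and each of these was varied. Because a rise in one cell type lowers the shares of all others, a lower share does not by itself give a lower number of cells in the muscle.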

To augment these data, we curated 88 publicly available mouse skeletal muscle sc/snRNAseq datasets that were generated on the 10x Chromium platform (v2, v3, or v3.1) from PanglaoDB^33^ and SRA as of January 1, 2021. Below, we refer to each dataset by its citation, using the first name(s) listed in either the publication or deposition (for data not published) and year of release. Together, these comprised 111 individual samples with a total of 503,929 cell barcodes, before quality control and filtering (Figs. 1a and S1, Table S1). These data vary across sex, age (10 days to 30 months of age), chemical injury model (notexin and cardiotoxin), injury-response timepoint (0.5–21 days post-injury [dpi]), and the sample preparation strategy, including whole-muscle dissociations and FACS enrichment of specific cell types (Figs. 1b and S1).

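The 21 samples had 135823 cell barcodes before filtering according to Supplementary Data 1, which lists 111 samples whose barcodes sum to 500593 (the paper's values). The sequencing saturation, the mean number of reads per cell and the injury day in the deposited tables equalled those in Supplementary Data 1 for all 21 samples. Over the 210 pairs of samples, at most 0.418% of barcodes were shared, and no pair had the same median number of UMIs and of genes per cell, so no library was repeated.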

**Fig. 1:**
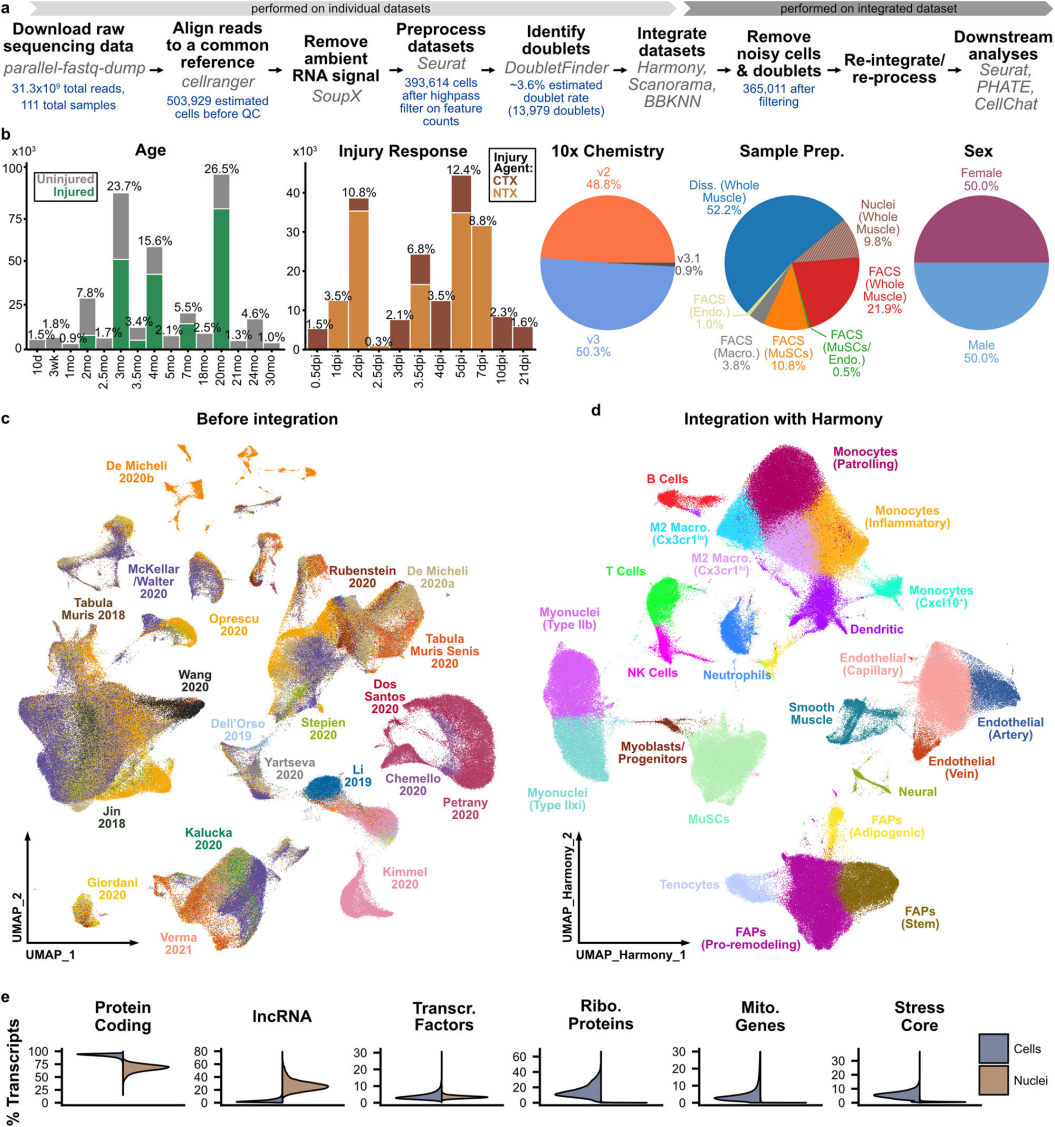
Large-scale integration of 111 single-cell and single-nucleus RNAseq samples reveals cell subtypes in skeletal muscle. **a** Workflow used for preparation, integration, and analysis of sc/snRNAseq compendium (see “Methods”). **b** Overview of experimental and technical variables across compendium. The percentages shown are calculated with respect to cell number after quality control. Ages in months (mo). Injury by cardiotoxin (CTX) or notexin (NTX). Time-points in days post-injury (dpi). See also Table S1. **c** UMAP representation of the merged datasets after alignment, ambient RNA removal, quality control filtering and doublet removal, but before batch-correction, colored by the dataset source. **d** UMAP representation of integrated compendium after batch-correction with Harmony. Cells are colored by cell type, identified after Harmony integration (Fig. S3). **e** Differential detection of gene biotype sets between single-cell and single-nucleus datasets, including all protein-coding genes, long noncoding RNAs (lncRNAs), transcription factors, cell surface proteins, ribosomal protein subunits, mitochondrial genes, and “core” dissociation-associated stress factors.

We downloaded and reanalyzed raw sequencing data using a common pipeline (see “Methods”). First, we re-aligned reads to a common reference genome (mm10). 

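The deposited tables hold the cells that remained after these steps, and all 87822 cells were called singlets. The lowest corrected number of UMIs in any cell was 1000.05 and the highest mitochondrial share was 29.9999%, against the stated limits of 1000 transcripts and 30% (the paper's values). The lowest number of genes in a cell was 498, and 5636 cells (6.42%) had fewer than the 750 genes that the paper states as its minimum. These cells were unevenly spread over cell types. Of the type IIb myonuclei, 1235 of 2682 (46.0%) had fewer than 750 genes, as did 425 of 1163 type IIx myonuclei (36.5%) and 802 of 2414 neutrophils (33.2%), compared with 763 of 12614 capillary endothelial cells (6.05%). With the 1st percentile in place of the minimum, the value was 557 genes.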

After removal of ambient RNA signatures (SoupX^34^), filtering of low-quality cells, and identification of doublets (DoubletFinder^35^), we merged the datasets and performed initial single-cell transcriptomic analyses with Seurat^36^. Because of the range of data sources, experimental conditions, and differences in library preparation, substantial batch effects were evident in dimensionally-reduced visualizations of these data (Figs. S1 and 1c). To remove these batch effects, we integrated the datasets using three recently described approaches: Harmony, Scanorama, and BBKNN^37–39^ (Figs. 1d and S2). These three methods were selected based on criteria from previous benchmark studies, including scalability and trajectory conservation^18,19^. 

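Between 974 and 10556 cells per mouse remained in the 21 samples, with a median of 3838. The median was 2840 cells in uninjured mice, 3375 at 1 dpi, 4598 at 2 dpi, 3513 at 3.5 dpi, 5321 at 5 dpi and 4241 at 7 dpi, and the number of cells did not differ detectably between the 6 time points (permutation test of the F statistic with 100000 resamples, p = 0.434). A stricter filter of at least 1000 genes, at least 2000 UMIs and at most 15% mitochondrial UMIs lowered the median to 2823 cells.

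The share of barcodes that passed quality control did differ between time points (p = 0.0007 in the same permutation test). Over the 21 samples, 64.7% of the barcodes were kept, from 25.3% in uninjured replicate B to 83.2% in 1 dpi replicate A. The mean was 39.9% ± 10.4 (SD, n = 4) in uninjured mice, 75.1% ± 13.9 (n = 4) at 1 dpi and 65.5% ± 4.66 (n = 3) at 7 dpi.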

After quality control and integration, the resulting dataset consisted of 365,011 cells and nuclei. In a comparison of integration results across the three methods, we found that Harmony excelled based on compute speed and memory criteria and performed best at integrating the heterogeneous datasets based on multiple observations (Figs. S2, S3). First, we compared gene expression signatures to classify the cell subtypes generated after integration and found those from Harmony were the most consistent with the literature and resulted in more frequent and higher expression of key marker genes (e.g., *Myog* in myogenic progenitors). Second, Harmony was also the only method able to resolve the differences between single-cell and single-nucleus datasets across all cell types (Fig. S2). Third, Harmony best maintained local and global structure within the dimensionally reduced space, positioning it best for downstream analyses like pseudotime trajectory inference. Notably, Harmony did not leave some samples in distinct unmixed clusters and yielded a continuous structure for all myogenic cells in the UMAP representation, whereas other integration methods failed in these regards (Figs. 1c and S2).

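The labels of each method were deposited for the same cells. The Harmony output carried 23 labels in the 21 samples, BBKNN 27 and Scanorama 24. Of the 87822 cells, 83925 had a Harmony label and 3897 had none. The unlabelled share was 0.0921% ± 0.0640 (SD, n = 4) in uninjured mice, 5.11% ± 1.56 (n = 4) at 1 dpi, 7.86% ± 3.25 (n = 3) at 2 dpi and 2.00% ± 0.276 (n = 3) at 7 dpi. Unlabelled cells were kept in the denominator of the cell type shares reported as main results.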

After Harmony integration, we performed clustering and used canonical marker genes to manually identify cell types for each batch-correction output independently (Fig. S2b). The size of the dataset enabled the identification of subtle cell-type differences. For example, we were able to distinguish the blood vessel type for endothelial cells^20^, the fiber type for mature myonuclei^9,11,40^, and the differentiation potential for fibro-adipogenic progenitors (FAPs^41^) (Figs. 1d and S3). 

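By the Harmony labels, the 21 samples held 12614 capillary, 1702 arterial and 617 venous endothelial cells, 2682 type IIb and 1163 type IIx myonuclei, and 6580 pro-remodeling, 3360 adipogenic and 2210 stem FAPs. BBKNN gave 97.2% of the arterial and 57.2% of the venous cells the same label as Harmony. Scanorama gave 0% of the arterial and 5.67% of the venous cells the same label, and 90.6% of the venous cells the capillary label. Scanorama gave 87.3% of the pro-remodeling FAPs the adipogenic label. Both other methods gave 98.3% of the type IIb myonuclei a single label that names no fiber type.

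The share of each of the 23 Harmony types was tested over the 6 time points by a permutation test of the F statistic on the arcsine square root of the share, with 100000 resamples and Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 18 of the 23 types differed, 11 with a rise and 7 with a fall as their largest difference from uninjured mice. Among the alternatives, untransformed shares gave the fewest calls with Harmony labels, 15 of 23. With only non-immune cells in the denominator, which removes the effect of infiltrating immune cells on the other shares, 4 of the 13 non-immune types differed in place of 9.

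Capillary endothelial cells made up 45.3% ± 18.8 (SD, n = 4) of cells in uninjured mice and 5.64% ± 2.67 (n = 4) at 3.5 dpi, with no overlap between the mice of these groups (adjusted p = 0.00534 in the permutation test over the time course). Arterial cells fell from 6.63% ± 1.29 to 0.630% ± 0.319 at 3.5 dpi, again without overlap (adjusted p = 0.000172 in the same permutation test), and smooth muscle cells fell by 4.49 percentage points (adjusted p = 0.000747, permutation test). Among non-immune cells, the fall of arterial cells stayed past the threshold, whereas capillary cells fell by 25.4 points at 5 dpi and smooth muscle cells fell by 2.38 points at 3.5 dpi, their largest differences, without passing it (adjusted p = 0.136 for each, permutation test). Venous cells fell by 1.19 points at 3.5 dpi, which did not pass the threshold of the permutation test (adjusted p = 0.0590), and among non-immune cells they fell by 0.277 points at 3.5 dpi, while their largest difference was a rise of 0.753 points at 2 dpi. Type IIb myonuclei fell by 7.49 points at 2 dpi (adjusted p = 0.0590, permutation test). Type IIx myonuclei fell by 3.97 points at 3.5 dpi (adjusted p = 0.0676, permutation test), and neither type passed the threshold. With other methods these calls changed. Venous cells passed the threshold with the labels of BBKNN and Scanorama, with a centred log ratio and with both forms of edgeR's quasi-likelihood test (adjusted p over the alternatives 0.000514 to 0.687), and both types of myonuclei passed it with edgeR and with the stricter filter on cells (0.00195 to 1 for type IIb and 0.00322 to 0.962 for type IIx).

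Pro-remodeling FAPs made up 8.76% ± 6.85 (n = 4) of cells in uninjured mice, 1.98% ± 1.35 (n = 3) at 2 dpi and 13.5% ± 4.47 (n = 3) at 7 dpi (adjusted p = 0.0191 in the permutation test over the time course). Their largest difference was the fall by 6.78 points at 2 dpi. Without uninjured replicate B, in which they made up 19.0% of cells, the largest difference was a rise of 8.17 points at 7 dpi, and without 7 dpi replicate C the largest difference was a rise of 7.33 points at the same time point. Stem FAPs fell by 4.03 points at 2 dpi (adjusted p = 0.0301, permutation test; range over the alternatives 0.00225 to 0.962), and without uninjured replicate B they fell by 1.85 points. With untransformed shares, neither the pro-remodeling nor the stem FAPs passed the threshold (adjusted p = 0.0523 and 0.0908, permutation test). Among non-immune cells, the largest differences of these types were rises of 13.5 points for pro-remodeling and 1.45 points for stem FAPs, both at 5 dpi and neither past the threshold of the permutation test (adjusted p = 0.282 and 0.962).

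**Figure D1:**
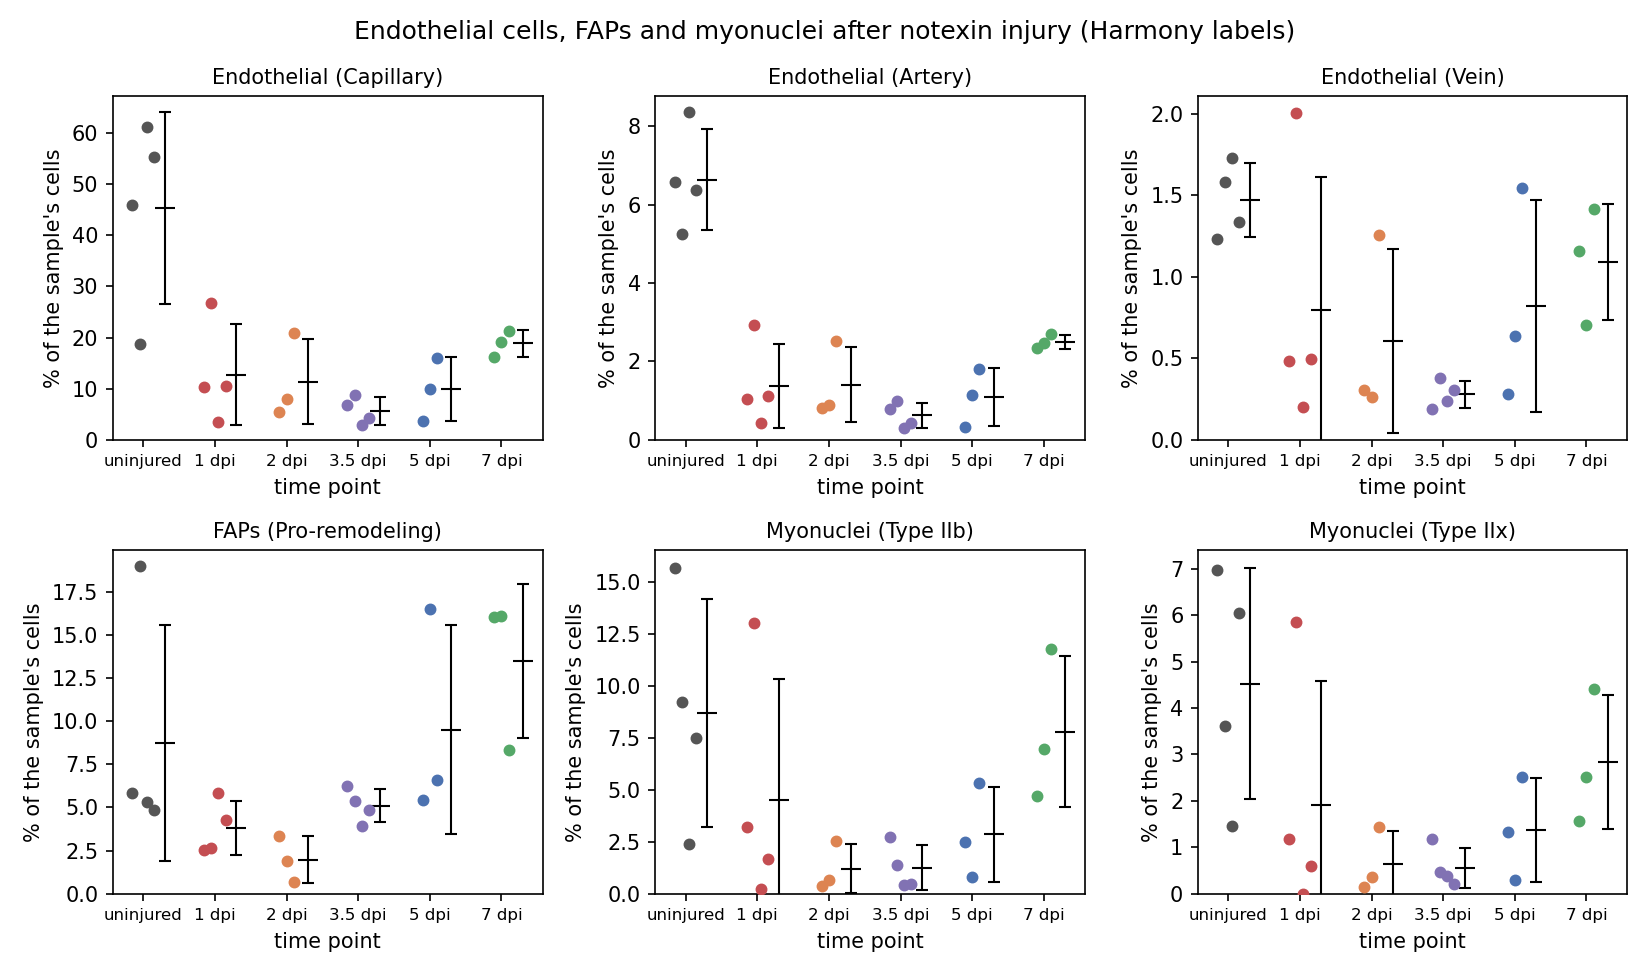
Share of each sample's cells (%, vertical axis) with 6 Harmony labels at each time point (horizontal axis, days post-injury). Each point is 1 mouse and the bar gives the mean and SD, drawn down to 0 where the SD is larger than the mean; capillary endothelial cells make up 45.3% of cells in uninjured mice and 5.64% at 3.5 dpi.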

The gene panels used for cell type classification are shown in Fig. S3. 

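The labels of Harmony, BBKNN and Scanorama were compared cell by cell within each of the 21 samples, once as broad classes and once as given after merging differences in spelling. At the level of broad classes, Harmony and BBKNN gave 98.6% ± 0.444 (SD, n = 21) of a sample's cells the same class, Harmony and Scanorama 96.8% ± 1.19, and BBKNN and Scanorama 97.4% ± 1.23. Cohen's kappa, which corrects for matches by chance, was lower, with means of 0.974, 0.941 and 0.952 for the same pairs.

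With the labels as given, the same pairs gave 62.8% ± 9.92, 43.9% ± 10.6 and 62.4% ± 16.6 of cells the same label. The adjusted Rand index, which compares the groupings without regard to names, was 0.638 ± 0.144, 0.504 ± 0.159 and 0.634 ± 0.157. Part of the drop came from names that only some methods used. Harmony and BBKNN gave 3.19% ± 5.60 of myogenic cells the same label. By Harmony label, BBKNN gave the same label to 0.597% of the type IIb and 1.03% of the type IIx myonuclei, 9.42% of the MuSCs and 0% of the myoblasts or progenitors.

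**Figure D2:**
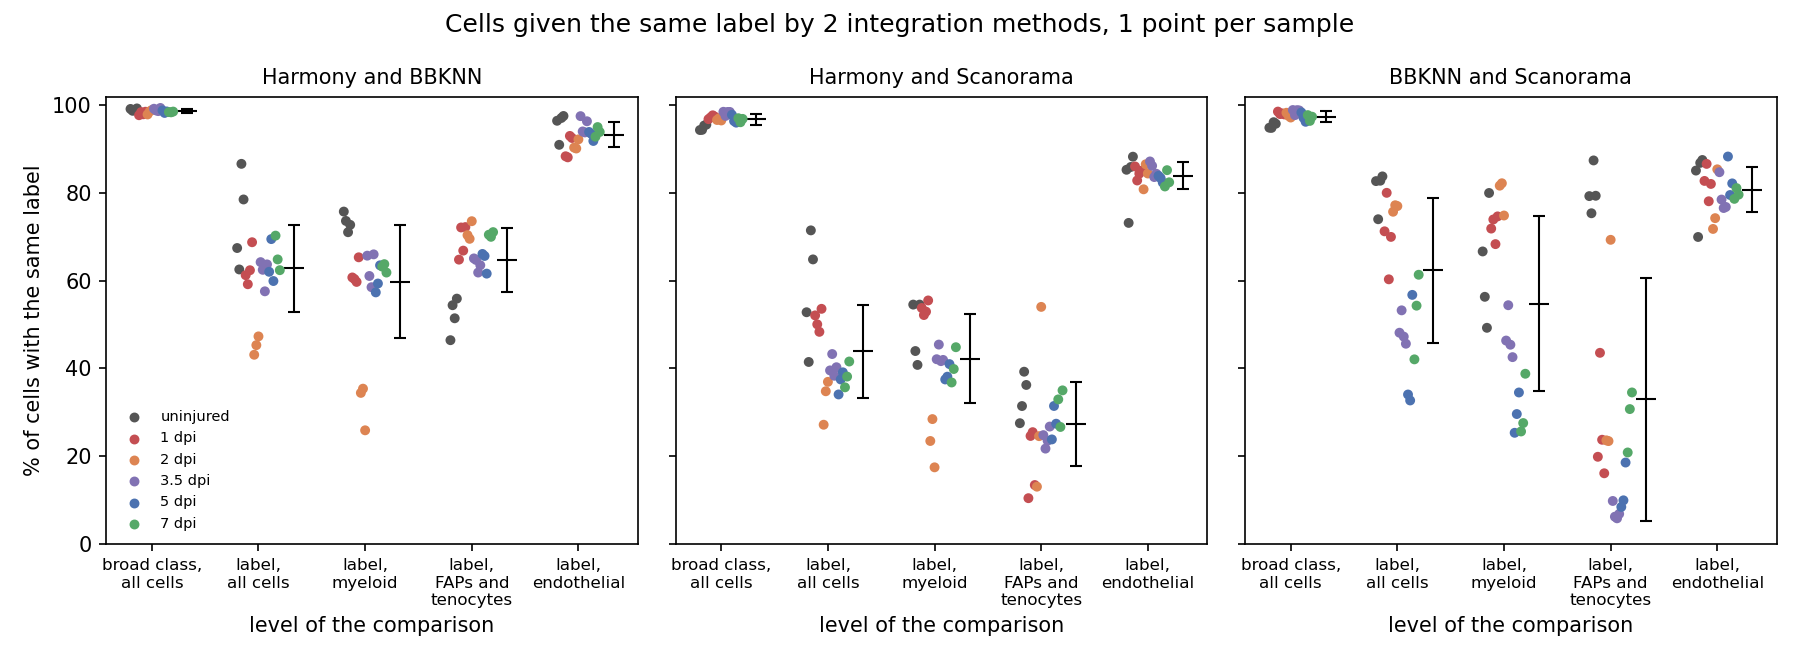
Percent of cells with the same label (vertical axis) for 3 pairs of integration methods, for broad classes and for labels as given (horizontal axis). Each point is 1 of the 21 samples, colored by time point, and the bar gives the mean and SD; matches at the level of broad classes lie between 94.4% and 99.4% in every sample.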

We found that low-resolution cell type labels (lymphocytes, myeloid cells, endothelial cells, FAPs, neural cells, smooth muscle cells, and myogenic cells) were largely consistent for each batch-correction method, but cell subtype labels varied. 

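Within myeloid cells, Harmony and BBKNN gave 59.8% ± 12.8 (SD, n = 21) of cells the same label and Harmony and Scanorama 42.2% ± 10.2. These matches were fewer than within endothelial cells, where the 2 pairs reached 93.3% ± 2.77 and 84.0% ± 3.11. The difference was -33.5 percentage points for Harmony and BBKNN and -41.7 points for Harmony and Scanorama, with a lower value for myeloid cells in 21 of 21 samples in both pairs (adjusted p = 1.91e-06 for each, two-sided exact sign-flip test with Benjamini-Hochberg adjustment over 4 tests).

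Against FAPs and tenocytes the pairs went in different directions. For Harmony and BBKNN, myeloid cells matched less often by 4.88 points (mean difference -4.88), lower in 14 of 21 samples, which was not detectable in the same exact test (adjusted p = 0.240). For Harmony and Scanorama, myeloid cells matched more often by 14.9 points, with a lower value in only 1 of 21 samples (adjusted p = 0.000774, exact test). Other classes were not tested against myeloid cells. Lymphocytes had the same label in 81.4% ± 15.1 of cells for Harmony and BBKNN and in 35.0% ± 15.2 for Harmony and Scanorama, the latter lower than in myeloid cells, and myogenic cells matched in 0.0159% ± 0.0517 for Harmony and Scanorama. For BBKNN and Scanorama, the same label was given to 54.8% of myeloid cells, 41.9% of lymphocytes and 33.0% of FAPs and tenocytes. For this pair it was given to 80.8% of endothelial and 91.2% of myogenic cells. Of the cells that Harmony called patrolling monocytes, BBKNN gave 31.3% the same label, and of the *Cxcl10*+ monocytes it called 60.8% *Cx3cr1*_hi M2 macrophages.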

Variation in gene expression patterns was especially strong within the monocyte and macrophage subtypes, likely reflecting the subtle differences in transcriptional activity in these highly plastic cells. After global clustering, we identified additional cell-subtype-specific marker genes for FAPs, endothelial cells, and myeloid immune cells through differential gene expression analysis (Fig. S4 and Supplementary Data 4–6). We also performed dimensional reduction with the recently described tool PHATE (Potential of Heat-diffusion for Affinity-based Trajectory Embedding^42^) to visualize similarities between each of the constituent cell subtypes (Fig. S4b) and injury response timepoints (Fig. S4b).

We examined the effects of sample preparation (single-cell or single-nuclei) and 10x Genomics Chromium chemistry (v2, v3, or v3.1) on the measured transcriptomes (Figs. 1e and S1). We found that the Chromium chemistries provide similar sensitivity and that differences between the datasets were largely driven by sequencing depth (Fig. S1). In contrast, the most substantial differences were observed between the single-cell and single-nuclei preparations. These differences include an increase in intronic and intergenic reads, an increase in noncoding RNA detection, and a decrease in mitochondrial and ribosomal protein transcripts for the single-nuclei, in comparison to the single-cell preparations (Figs. 1e and S5). 

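Only the v3 chemistry was used in the 21 samples, so chemistries were not compared here. The median number of genes per cell was compared across samples with mean reads per cell, sequencing saturation and median UMIs per cell. Each correlation in this family of 9 had a permutation test of 100000 resamples, with Benjamini-Hochberg adjustment. The median number of UMIs per cell had the closest relation (Pearson's r = 0.978, Spearman's rho = 0.987, p = 1e-05 for each, the smallest that these permutations can give, adjusted p = 3.00e-05). With the means of the time points removed, r was 0.957 and rho 0.962, and within the 17 injured samples r was 0.981. Genes and UMIs are counted in the same cells, so this relation was nearly fixed in advance. It does not measure the effect of sequencing depth.

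The mean number of reads per cell, which ranged from 15035 to 117596, had no detectable relation over all samples (r = 0.0753, permutation p = 0.747, adjusted p = 0.747; rho = 0.351, permutation p = 0.121, adjusted p = 0.272). This value rested on 2 samples with over 100000 reads per cell, uninjured replicate D with 117596 and 1 dpi replicate B with 106900. Without them, r was 0.653 and rho 0.633 over 19 samples (adjusted permutation p for r of 0.00565). Within the 17 injured samples r was 0.0952, and with the means of the time points removed it was 0.130 over all samples. For sequencing saturation, r was -0.292 (permutation p = 0.198, adjusted p = 0.445) and rho -0.184 (p = 0.423, adjusted p = 0.475). Within the injured samples r was -0.141, with the time point means removed it was 0.205, and without the 2 samples farthest from the median it was -0.0683. For UMIs, r without the 2 farthest samples was 0.981.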

Consistent with a previous analysis^40^, we also observed that single-cell data is enriched for genes associated with dissociation-induced stress (e.g., *Jun*). We further examined whether there were cell type-specific differences in single-cell and single-nucleus data. We identified differentially expressed genes between these assay formats within the most abundant cell types (Figs. S5, S6). We found that protein coding (*Ttn*), mitochondrial (*mt-Atp6*), ribosomal (*Rpl13*), heat-shock (*Hspa1a*), and surface protein (*Ly6e*) genes have more frequent transcript detection in single-cell data, whereas lncRNAs (*Meg3*) are elevated in single-nucleus data, across almost all cell types. In contrast, transcripts encoding transcription factors show minimal differences in most cell types, but some individual transcripts (*Cebpb*, *Ybx1*) are more prone to cell-to-nucleus differences. This suggests that sample preparation imparts a bias in detection frequency and magnitude, regardless of cell type. Many of these effects are likely based on the cellular localization of RNA type. Notably, the single-nucleus data is enriched in myofiber transcripts (e.g., *Myh4*) even in non-myogenic cells, suggesting that cell lysis leads to ambient myofiber-derived accumulation that is not completely removed by SoupX.

### Integrated pseudotime analysis reveals the complete trajectory of native myogenic differentiation

Previous differentiation trajectory analyses of the myogenic cell lineage have elucidated transcriptional dynamics of in vivo muscle regeneration^15,17^ and degeneration^23^, or in vitro activation^28^. However, because of the relatively small size of the datasets in these studies, the reported trajectories contained gaps within the continuum of myogenesis and contain very few cells from the most short-lived states of myogenic commitment and fusion. To fill these gaps, we selected all 84,383 myogenic cells to construct a continuous, consensus landscape of myogenesis. 

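The 21 samples held 6790 cells with a myogenic Harmony label. Of these, 1953 were MuSCs, 992 myoblasts or progenitors, 2682 type IIb myonuclei and 1163 type IIx myonuclei. A sample held between 72 myogenic cells, in 1 dpi replicate C, and 770, in 7 dpi replicate B. MuSCs made up 1.32% ± 0.344 (SD, n = 4) of cells in uninjured mice, 0.776% ± 0.182 (n = 3) at 2 dpi and 4.53% ± 1.14 (n = 3) at 7 dpi (adjusted p = 0.00534 in the permutation test over the time course), above the uninjured mean in 3 of 3 mice at 7 dpi. Their largest difference was the rise of 3.21 percentage points at 7 dpi. Counted by the BBKNN label of the same name, the largest difference was -0.982 points, at 3.5 dpi (adjusted p = 5.40e-05, permutation test), and by that of Scanorama -0.00732 points, at 1 dpi (adjusted p = 0.678), since these methods placed most of the same cells under another label. Over the alternatives that kept the Harmony labels, the adjusted p lay between 0.000150 and 0.0302. Myoblasts and progenitors rose from 0.0760% ± 0.0760 (n = 4) to 2.50% ± 0.435 (n = 4) at 3.5 dpi, higher in 4 of 4 mice (adjusted p = 0.000164, permutation test).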

Importantly, the size and complexity of the myogenic cells required a scalable workflow that incorporates batch-corrected values. We found that using PHATE to dimensionally-reduce Harmony values generated continuous embeddings which reflected canonical expression patterns of myogenesis (Fig. 2a, e).

**Fig. 2:**
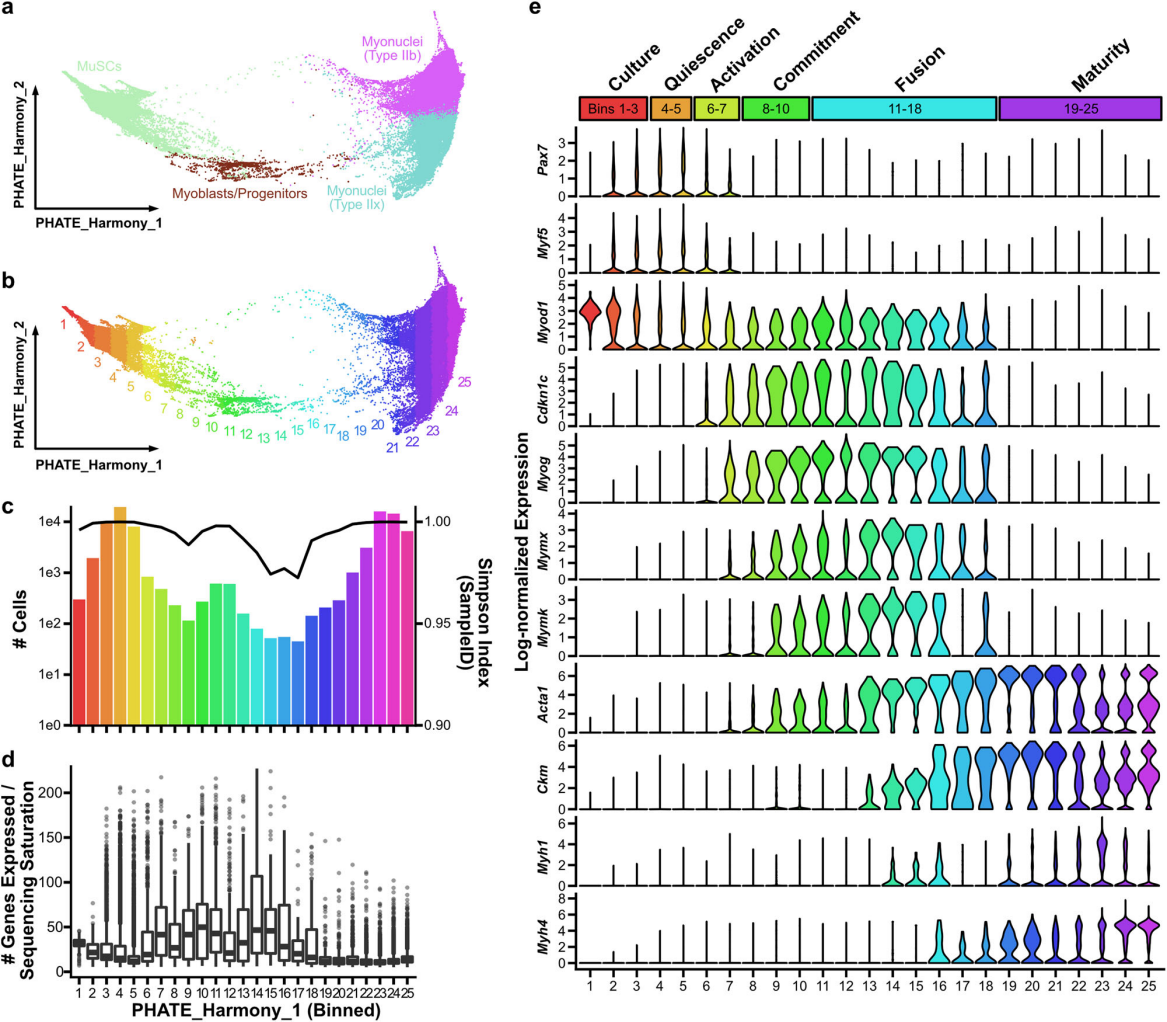
Construction of a densely sampled model of myogenesis reveals transcriptomic heterogeneity in intermediate cell states. **a** 84,383 myogenic and myofiber cells were selected from the integrated compendium and dimensionally reduced with PHATE to produce a consensus differentiation trajectory. **b** Cells were binned along the first PHATE axis (PHATE_Harmony_1). **c** Cell counts within each bin are shown (bar plot). Simpson’s diversity coefficients were computed on sample identifiers to determine data-source complexity for each bin (line plot). **d** Transcriptomic diversity by bin, reported as the number of genes detected per cell normalized to the sample sequencing saturation to account for differences in sequencing depth. Boxplot shows the median and quartile values. **e** Log-normalized expression levels of canonical myogenic genes, reported as violin plots for each PHATE bin, with myogenic state listed at top.

Because the first dimension of the Harmony-derived PHATE^42^ embedding accounted for 95.6% of the variance, it was possible to use it as a proxy for myogenic differentiation status (Fig. 2b–e). We separated the cells into 25 evenly spaced bins along the differentiation axis to visualize changes in gene expression (Fig. 2b). This binning demonstrates the relative sparsity of intermediate myogenic cell states (Fig. 2c). 

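Bin numbers were not used here. The deposited tables instead assign cells to the states that the paper defines from the bins, and 2189 of the 6790 myogenic cells carried a state. Quiescent MuSCs were the most frequent with 1285 cells, followed by 401 activated MuSCs, 318 fusing myocytes and 185 committed myoblasts. Per sample, this came to 61.2 ± 68.3 (SD, n = 21) quiescent, 19.1 ± 22.6 activated, 15.1 ± 21.4 fusing and 8.81 ± 10.2 committed cells. Each SD was larger than its mean.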

We computed a Simpson diversity index on sample identifiers in each bin and found that the samples were well-mixed across the embedding (Simpson index near 1), suggesting effective batch-correction with Harmony, but fewer samples were represented in intermediate bins. This sparsity and a slight decline in diversity both suggest that late fusion states are non-redundantly captured across the datasets within the compendium. Canonical marker gene analysis confirmed the dataset captured cells from the major phases of myogenesis, including *Pax7*^hi^ quiescence, *Myf5*^hi^ activation, *Cdkn1c*^hi^ proliferation, *Myog*^hi^ commitment, *Mymx*^hi^ fusion, and *Acta1*^hi^ maturation (Fig. 2d). Bins #1–3 were highly enriched with sorted then cultured MuSCs^28^. Consistent with previous trajectory analyses of myogenic differentiation^15,17^, the proportion of cells captured in intermediate differentiation states (defined as bins #8–18) was very small (0.65% of the compendium). Nonetheless, the large-scale integration of 111 transcriptomic datasets yielded 2,366 committed or fusing cells enabling a detailed analysis of gene expression in these cell populations.

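In the 21 samples, committed and fusing cells made up 503 of 87822 cells, or 0.573%. Committed myoblasts were 0.211% and fusing myocytes 0.362% of all cells. In a single sample, the share ranged from 0 of 4530 cells in 1 dpi replicate C, which allows a share of up to 0.0662% by a limit of 3 cells and 0.0814% by the exact Clopper-Pearson 95% interval, to 74 of 3895 cells or 1.90% in 3.5 dpi replicate D (interval 1.49% to 2.38% by the same exact method). Intervals and limits of this kind cover counting error only.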

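Of the 503 committed or fusing cells in the 21 samples, 247 came from the 4 mice at 3.5 dpi, and 465 from the 10 mice at 3.5, 5 or 7 dpi. The number depended on how the cells were defined. The Harmony label for myoblasts and progenitors held 992 cells, the progenitor labels of BBKNN 2461 and those of Scanorama 2867, and the labels of both other methods also took in most of the Harmony MuSCs. From the rarity of these cells in earlier single studies and their number after integration, the paper reasons that large-scale integration makes a detailed look at them possible.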

We next explored the continual changes in myogenic differentiation. Recent work has shown that the overall number of genes expressed within a cell narrows during mouse development and human mesodermal lineage specification^43^. 

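The number of genes detected in each cell was divided by the sequencing saturation of its sample, in percent, and the median over cells was taken per sample and state. In the 13 samples with at least 5 cells of each kind, this value was 75.4 ± 47.3 (SD, n = 13) in progenitors (activated, committed and fusing cells together) and 67.3 ± 33.9 in quiescent MuSCs. It was higher in progenitors in 10 of 13 samples, by 8.18 ± 15.5, a difference that was not past the threshold (two-sided exact sign-flip test, p = 0.0818, adjusted p = 0.0818 over 2 tests). The 3 samples that were not higher were uninjured replicates A, B and C, with 8.41, 11.9 and 16.4 in their 12, 7 and 8 progenitors and 27.5, 23.8 and 27.5 in quiescent MuSCs, whereas all 10 injured samples were higher. Of the progenitors in these 3 uninjured samples, 10, 4 and 6 were fusing cells, and most of those carried a myonuclei label from Harmony. The progenitors had medians of 545.5, 565 and 954 genes, against the stated minimum of 750. These uninjured values therefore rest on few cells, many of them labelled as myonuclei. In the injured samples only, an alternative chosen after the data were seen, the difference was 14.8 (adjusted p = 0.00195 in the exact test). The adjusted p ranged from 0.00195 to 0.170 over the alternatives, and 1 of them changed the direction. When genes were compared at a fixed number of UMIs, by the residual from a curve of log genes on log UMIs fitted within each sample, progenitors had more genes than quiescent MuSCs in only 2 of 13 samples (difference in natural log genes -0.0352, adjusted p = 0.00366 in the exact test). Leaving out uninjured replicate A gave a difference of 10.5, leaving out replicate B 9.85 and leaving out replicate C 9.79, each past the threshold (adjusted p = 0.0249, 0.0444 and 0.0479 in the exact test).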

To test whether this is also a feature of adult myogenesis, we normalized the number of features in each cell to the sequencing saturation from that sample to account for differences in sequencing depth and found that the number of genes expressed per cell is increased in myogenic progenitor cell states (Fig. 2d). 

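Progenitors were also compared with myonuclei, in the 14 samples with at least 5 cells of each kind. Genes per cell divided by saturation were 72.0 ± 47.2 (SD, n = 14) in progenitors and 18.1 ± 5.16 in myonuclei, higher in progenitors in 11 of 14 samples (difference 53.9, adjusted p = 0.00342, two-sided exact sign-flip test). Without the division, the medians were 3169 ± 1841 and 809 ± 83.9 genes. At a fixed number of UMIs the direction was the same, with a difference of 0.193 in natural log genes and higher values in 13 of 14 samples (adjusted p = 0.000488 in the exact test; range over the alternatives 1.91e-05 to 0.00391). By state, the mean over samples was 57.0 ± 37.5 (n = 16) in quiescent, 86.1 ± 32.3 (n = 10) in activated, 101 ± 38.4 (n = 10) in committed and 77.3 ± 54.3 (n = 12) in fusing cells, and 16.7 ± 5.12 (n = 21) in myonuclei. These means came from different samples and were not tested against each other. In the 2 uninjured samples with at least 5 fusing cells, replicates A and C, most of these cells carried a myonuclei label from Harmony. The value was 8.31 and 11.2 in fusing cells and 15.6 and 13.0 in myonuclei. It was also lower in the 7 fusing cells of 7 dpi replicate C, with 9.80 against 11.2 in myonuclei. The other injured samples with at least 5 fusing cells had higher values in fusing cells.

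**Figure D3:**
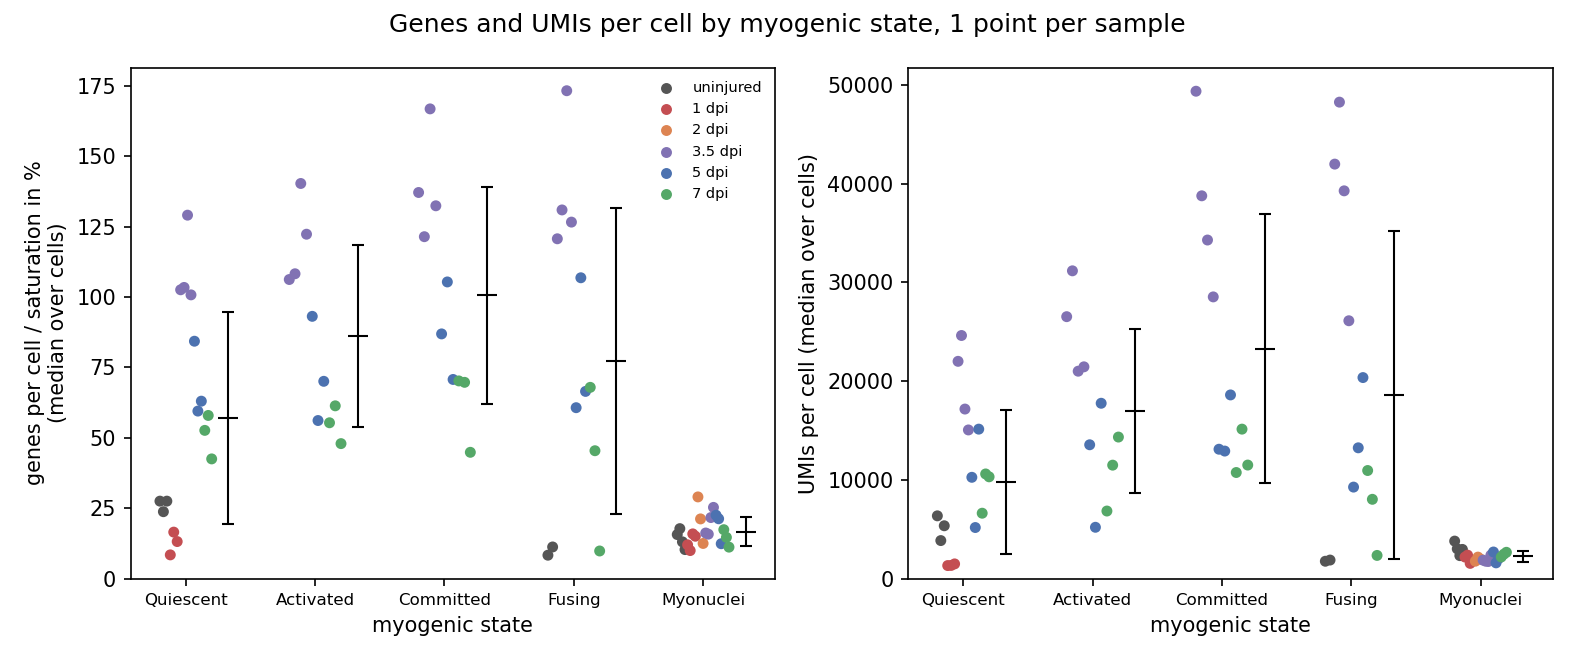
Left, genes per cell divided by the sample's sequencing saturation in percent (vertical axis) by myogenic state (horizontal axis). Right, UMIs per cell. Each point is the median over the cells of 1 sample with at least 5 cells of that state, colored by time point, and the bar gives the mean and SD; on the left, the samples at 3.5 dpi are highest in every state other than myonuclei.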

Notably, this burst in transcript diversity marks the exit from quiescence, continues through differentiation, and then is suppressed in mature myofibers. We found that activated (bins 6–7), committed (bins 8–10), and fusing (bins 11–18) myogenic cells were enriched within injured samples, most notably at time points beyond four days post-injury (Fig. 3a). 

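Each state was expressed as a percent of a sample's myogenic cells, in 17 injured and 4 uninjured mice, with two-sided exact permutation tests and Benjamini-Hochberg adjustment over 8 tests. Activated MuSCs were 6.27% ± 5.89 (SD, n = 17) in injured and 0.242% ± 0.299 (n = 4) in uninjured mice, above the highest uninjured mouse in 13 of 17 (exact p = 0.0513, adjusted p = 0.205). Committed myoblasts were 2.97% ± 3.13 in injured and 0.181% ± 0.209 in uninjured mice, above the highest uninjured mouse in 12 of 17 (exact p = 0.0886, adjusted p = 0.236). Fusing myocytes were 5.41% ± 6.85 in injured and 1.37% ± 0.715 in uninjured mice, above the highest uninjured mouse in 9 of 17 (exact p = 0.238, adjusted p = 0.460). Most fusing myocytes of the uninjured mice carried a myonuclei label from Harmony. Quiescent MuSCs were 16.5% ± 12.4 in injured and 9.22% ± 10.2 in uninjured mice (exact p = 0.288, adjusted p = 0.460). The uninjured mean was 4.26% without uninjured replicate C. With 1 sample left out, the quiescent difference ranged from 5.11 to 12.3 points (adjusted p 0.263 to 0.572 in the exact test). None of these tests passed the threshold. Taken together, the 3 later states differed by 12.9 percentage points (adjusted p = 0.221 in the exact test, with 2 more tests in the family). The progenitor labels of BBKNN gave a difference of 37.6 points (adjusted p = 0.0348 in the exact test; range over the alternatives 0.0348 to 0.297), but these labels hold other cells than the 3 states, since they include 73.9% of the Harmony MuSCs.

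Among the myogenic cells of injured mice, activated, committed and fusing cells were highest at 3.5 dpi, and quiescent MuSCs at 5 dpi with 32.6% ± 6.67 (n = 3). Activated MuSCs were 0% of myogenic cells in 4 of 4 mice at 1 dpi, 1.67% ± 0.650 (n = 3) at 2 dpi, 14.3% ± 2.33 (n = 4) at 3.5 dpi, 9.75% ± 2.68 (n = 3) at 5 dpi and 5.05% ± 1.53 (n = 3) at 7 dpi. Committed myoblasts were 6.40% ± 3.49, 4.86% ± 1.66 and 2.83% ± 1.46 at 3.5, 5 and 7 dpi, and fusing myocytes 16.1% ± 5.95, 4.48% ± 2.42 and 2.07% (range 1.36% to 2.86%). Of all cells, activated MuSCs were 0.923% ± 0.0959 at 3.5 dpi, 1.18% ± 1.11 at 5 dpi and 0.836% ± 0.175 at 7 dpi, and the mean at 5 dpi was 0.559% without replicate C. Committed myoblasts were 0.404% ± 0.189, 0.432% ± 0.193 and 0.458% ± 0.226 of all cells at these time points, and fusing myocytes 1.05% ± 0.387, 0.40% ± 0.244 and 0.354% ± 0.147. Without 5 dpi replicate C, the mean of fusing myocytes at 5 dpi was 0.260%. At 5 and 7 dpi together, compared with 1, 2 and 3.5 dpi, activated MuSCs differed by 1.74 points (adjusted p = 0.572), committed myoblasts by 1.34 points (adjusted p = 0.484) and fusing myocytes by -3.30 points (adjusted p = 0.484), none past the threshold of the exact test. With 1 sample left out, these differences ranged from 0.891 to 2.85, from 0.834 to 2.19 and from -4.09 to -1.69 points. As percent of all cells, these differences were 0.659 points (adjusted p = 0.0786), 0.295 points (adjusted p = 0.0721) and -0.0509 points (adjusted p = 0.828 in the exact tests), again none past the threshold. With 3.5 dpi on the later side, a contrast chosen after the data were seen, these differences were 9.44, 4.60 and 7.31 points (adjusted p = 0.000617, 0.000823 and 0.0155 in exact tests). Quiescent MuSCs were higher at 5 and 7 dpi by 16.7 points (exact p = 0.00533, adjusted p = 0.0427). This call was close to the threshold, since the adjusted p was 0.0533 with 2 more tests in the family. The call was also lost in 13 of 21 cases with 1 sample left out, and with the replicate letter as a block.

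**Figure D4:**
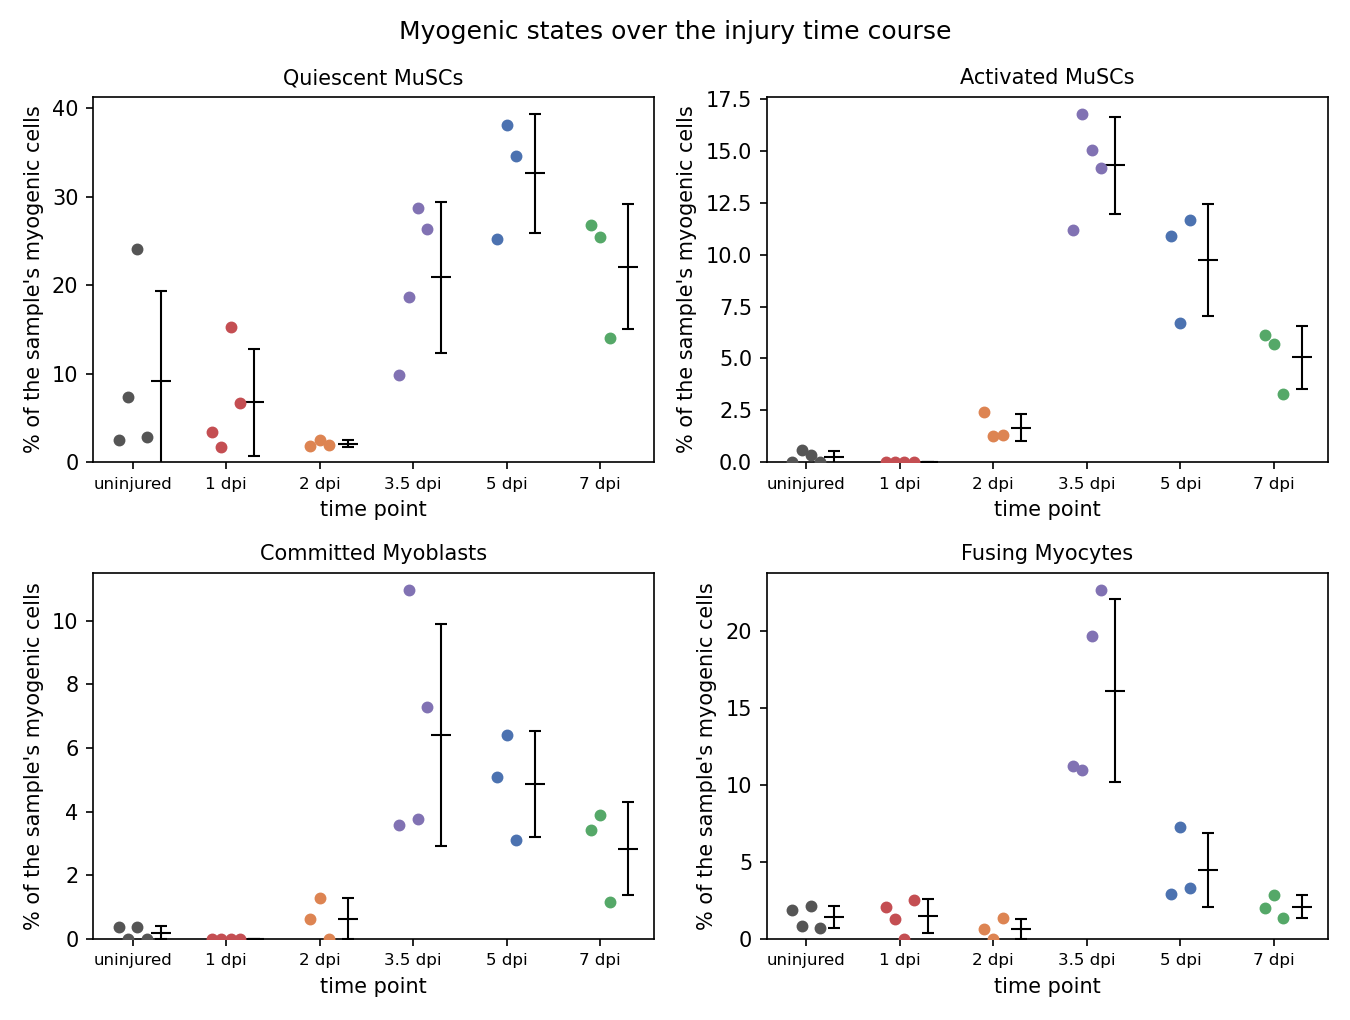
Percent of each sample's myogenic cells (vertical axis) in 4 myogenic states at each time point (horizontal axis, days post-injury). Each point is 1 mouse and the bar gives the mean and SD, drawn down to 0 where the SD is larger than the mean; activated, committed and fusing cells have their highest means at 3.5 dpi, at 14.3%, 6.40% and 16.1%.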

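At least 1 committed or fusing cell was found in 20 of the 21 samples. The number per sample ranged from 0 to 106, with a median of 12. All 4 mice at 1 dpi had at most 3 such cells, and the 3 mice at 2 dpi had at most 2. At 3.5 dpi the 4 mice had 33, 34, 106 and 74 cells, at 5 dpi the 3 mice had 33, 47 and 35, and at 7 dpi 38, 52 and 13. Under the stricter filter on genes, UMIs and mitochondrial share, 379 cells in 13 samples remained, so some samples were represented only by cells that this filter removes. Applying the stated minimum of 750 genes, an alternative chosen after the data were seen, left 443 cells in 15 samples. The other samples of the compendium were not analysed here.

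**Figure D5:**
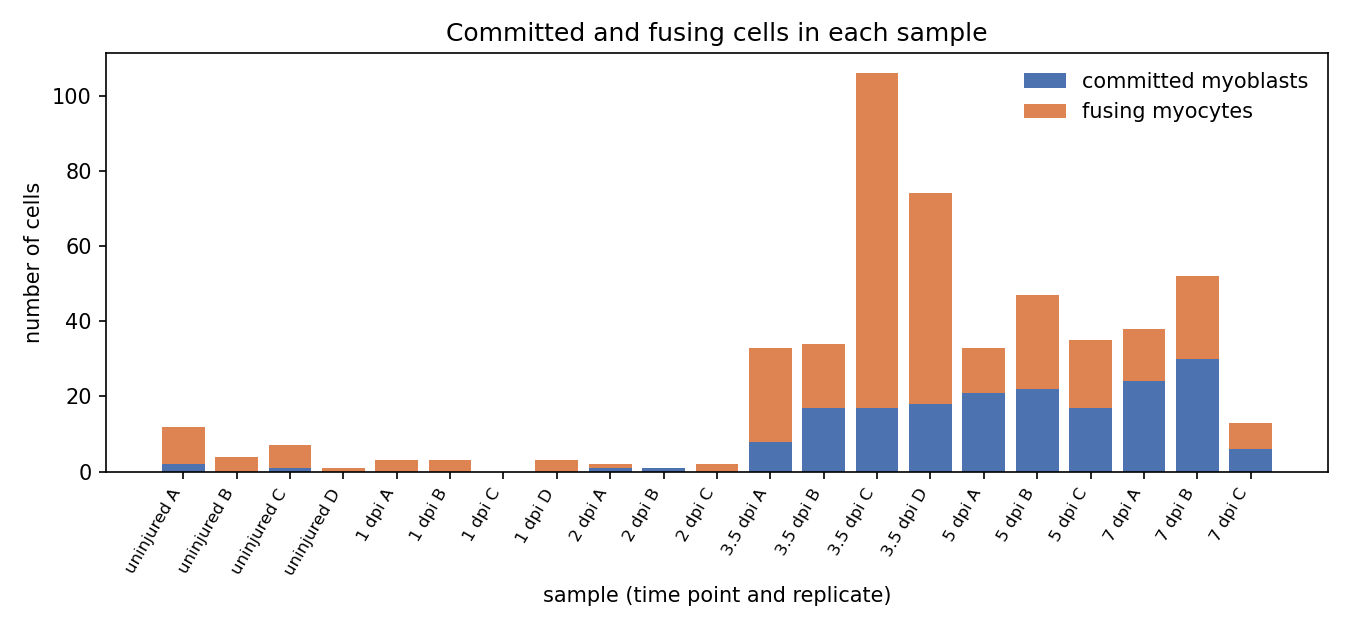
Number of committed myoblasts and fusing myocytes (vertical axis, stacked bars) in each of the 21 samples (horizontal axis, time point and replicate). The 10 samples at 3.5, 5 and 7 dpi hold 465 of the 503 cells.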

Within the committed and fusing compartments (2,366 total cells), 92 of the 111 samples were represented, with between one and 222 cells captured from each sample (Fig. 3b). This observation again underscores the paucity of these cells within each individual sample and the power of large-scale integration for analyzing rare cell states.

**Fig. 3:**
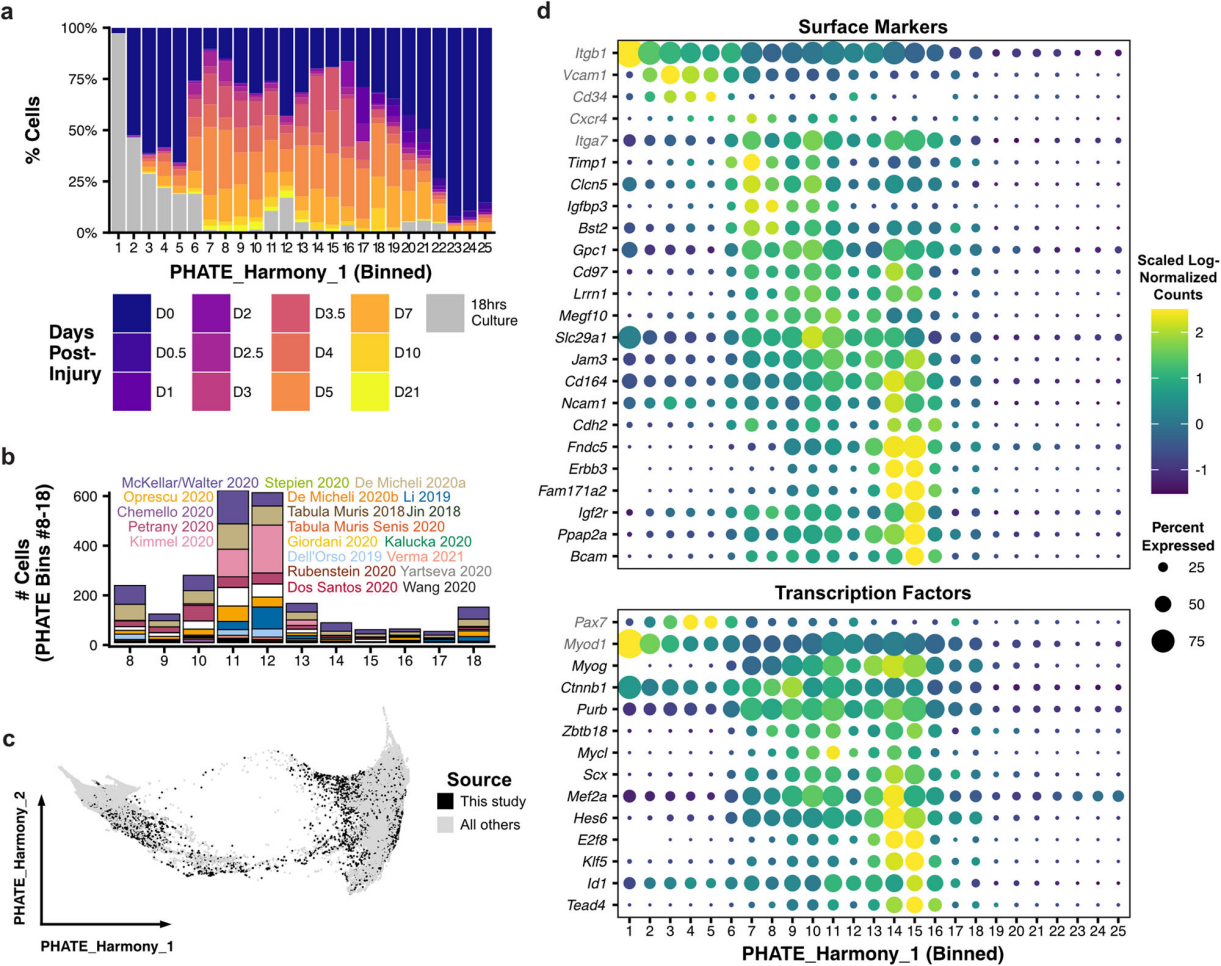
Identification of sparsely transcribed genes marking transient states in myogenesis. **a** Cellular composition of each myogenic PHATE bin (see Fig. 2b, c) colored by the sample’s injury time-point. **b** The subset of committed and fusing cells (bins 8–18; see Fig. 2e) were examined. The number of cells in each PHATE bin is plotted as a stacked bar, colored by dataset source (see Fig. 1c). **c** PHATE embedding of the myogenic cells, with the 7,221 myogenic cells newly generated in this study. **d** Dot plots showing the expression frequency and magnitude of surface markers (*top*) and transcription factors (*bottom*) genes in each PHATE bin. Average gene expression values are scaled (via Seurat). Canonical (*Itgb1*, *Vcam1*, *Cd34*, *Cxcr4*, *Itga7, Pax7*, *Myod1*, *Myog*; gene names in gray) and select differentially expressed genes (gene names in black) are reported.

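The newly generated myogenic cells in the 21 samples of 20-month-old mice came to 1456 cells in uninjured mice, 571 at 1 dpi, 395 at 2 dpi, 1077 at 3.5 dpi, 1306 at 5 dpi and 1985 at 7 dpi, counted by Harmony label. The mean per mouse was 364 ± 187 (SD, n = 4) in uninjured mice, 143 ± 68.4 (n = 4) at 1 dpi, 132 ± 46.9 (n = 3) at 2 dpi, 269 ± 128 (n = 4) at 3.5 dpi, 435 ± 104 (n = 3) at 5 dpi and 662 ± 132 (n = 3) at 7 dpi.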

Two classes of genes, surface proteins and transcription factors, are critical for the study of MuSCs and myogenesis^3,4,44^. Surface proteins are used to isolate MuSCs and determine their regenerative potency, and the ordered expression of transcription factors has been used to define the progression of differentiation. Because these genes tend to be lowly expressed^44^, we reasoned that our large-scale integrated dataset, which continually spans myogenesis, may be able to identify new markers, especially for transient committed cells. We performed differential gene expression (Wilcoxon Rank Sum test, Methods) between each of the bins along the first PHATE dimension. After filtering (adjusted *p*-value <10^−10^, average log_2_-fold-change > 0.5), we found 2,031 genes that are differentially expressed across differentiation. We selected surface markers among genes that were enriched in committed and fusing cells (bins 8–18), by cross-comparing against a list of surface proteins generated by the Cell Surface Protein Atlas^45^. Of the 67 resulting genes, *Timp1*, *Clcn5*, *Igfbp3*, *Bst2*, *Gpc1*, *Cd97*, *Lrrn1*, *Megf10*, *Slc29a*, *Jam3*, *Cd164*, *Ncam1*, *Cdh2*, *Fndc5*, *Erbb3*, *Fam171a2, Igf2r*, *Ppap2a*, and *Bcam* were specifically and highly expressed in committed and fusing myogenic cells (Fig. 3d and Supplementary Data 3). Notably, we also observed latent expression of surface markers widely used to select MuSCs in committed and fusing cells (*Itgb1*, *Vcam1*, *Cd34*, *Cxcr4*, and *Itga7*). We next filtered the 2,031 differentially expressed genes for transcription factors (MGI GO term “DNA-binding transcription factor activity”) that were enriched in committed and fusing cells. Among the 86 resulting genes, we found 12 transcription factors that were highly expressed only during the commitment and fusion stages of myogenesis (*Myog*, *Ctnnb1*, *Purb*, *Zbtb18*, *Mycl*, *Scx*, *Mef2a*, *Hes6*, *E2f8*, *Klf5*, *Id1*, *Tead4*). Overall, these findings demonstrate that large-scale integration of single-cell transcriptomic data can enable detailed gene expression profiling of rare cell states, even for lowly expressed transcripts. The surface markers identified here may be used to deplete more committed cells in MuSC isolation protocols or more selectively enrich transient committed progenitor cells.

### Deconvolution of spatial RNA sequencing data using a large-scale, integrated reference

scRNAseq methods do not recover spatial information. Current methods for spatial RNA sequencing on the other hand are limited either by the number of features they can detect or the spatial resolution they can achieve^46^. Here, we performed spatial RNA sequencing (Visium, 10x Genomics), and used the sc/snRNAseq dataset to deconvolute low-resolution spatial RNA sequencing data and identify which cell types localize together during muscle injury response. To enrich the intermediate myogenic cell populations, we performed spatial RNA-seq on samples collected at two, five, and seven days after chemical injury with notexin (Fig. 4a). Within the muscle injury zone, we observed transcripts associated with MuSC activation (*Myod1*) and a loss of mature myosin expression (*Myh1*) at 2 dpi followed by expression of cell cycle inhibitors (*Cdkn1c*), myogenic commitment markers (*Myog*), and fusogens (*Mymk*, *Mymx*) at 5 dpi (Fig. 4b, c).

**Fig. 4:**
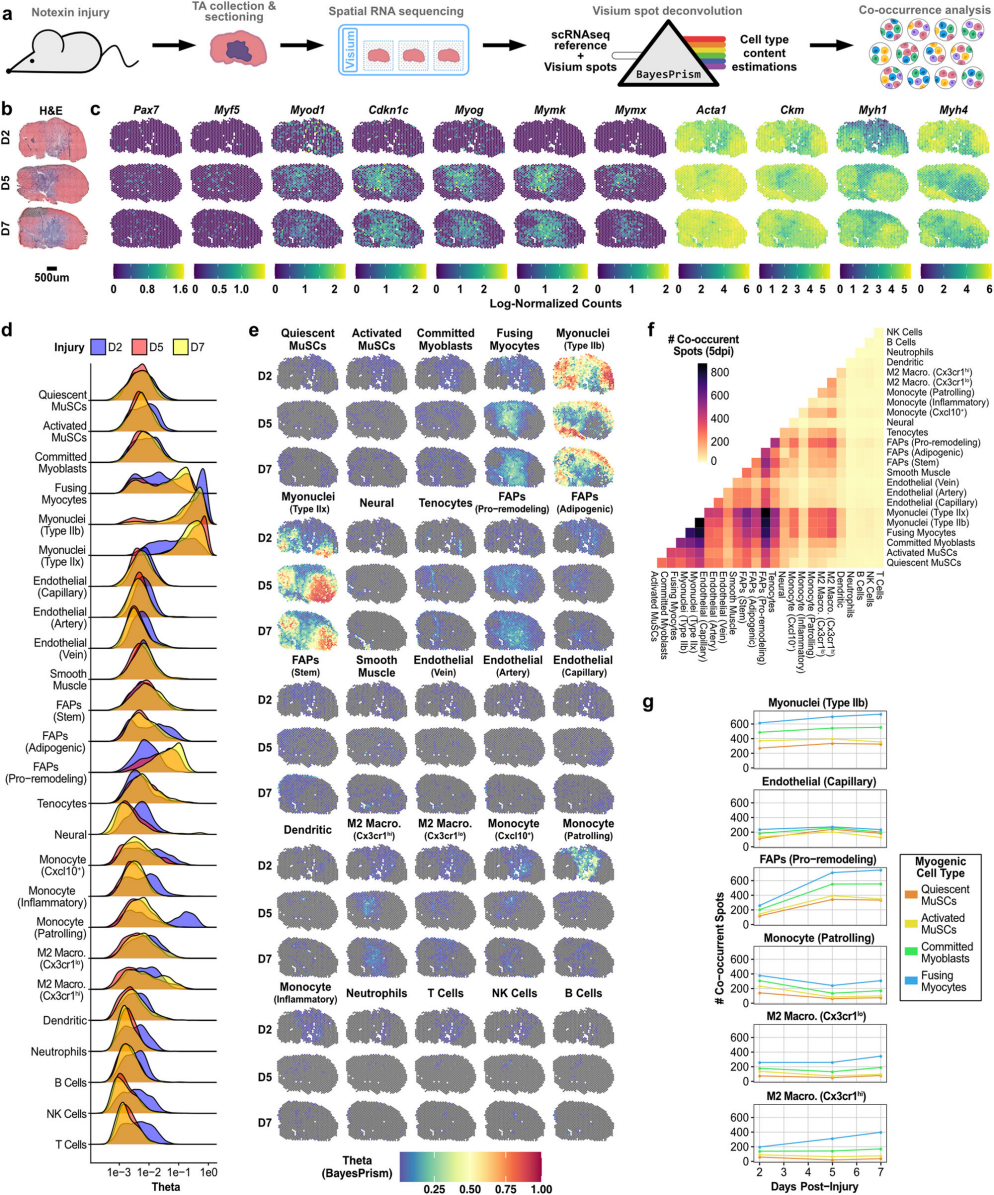
Deeply profiled cell types enable deconvolution of spatial RNA-sequencing data. **a** Workflow for the generation of Visium spatial RNA sequencing of regenerating skeletal muscle and spot deconvolution to cell subtype annotations from the sc/snRNA-seq compendium. **b** H&E images of mouse tibialis anterior samples at two, five, and seven days post-notexin injury used for spatial RNA sequencing. **c** Spatial expression patterns of canonical myogenesis gene expression by Visium spot. The color scale shows the log-normalized counts for each spot. **d** Histogram of inferred cell type abundance, via BayesPrism, in each spot, colored by injury response time-point. Theta values reflect the estimated fraction of transcripts attributed to each cell type. **e** Inferred cell type content in each Visium spot. **f** Spot co-occurrence between each of the cell types. Injury time-points reported separately. **g** Spot co-occurrence of select cell types with myogenic cell subtypes by injury time-point.

Each Visium spot is 55 µm in diameter and therefore averages the expression profiles from multiple cells. To deconvolute the expression profile of each spot we used BayesPrism, a Bayesian algorithm designed to estimate cell type composition within a bulk RNAseq dataset using a single-cell reference as prior information^47^. We treated each individual spot as a bulk RNAseq dataset and used BayesPrism to estimate what fractions of the transcripts (theta values) within each spot are derived from the different cell types represented in the scRNAseq reference. We defined the myogenic cell types by incorporating PHATE binning labels (Fig. 2b) into the single-cell reference compendium (Fig. 1d). We relabeled MuSCs and Myoblasts/Progenitors (Fig. 1d) as Quiescent MuSCs, Activated MuSCs, Committed Myoblasts, or Fusing Myocytes, according to the PHATE bin they occupied. This cell-type deconvolution confirmed the enriched abundance of fusing myocytes within the injury zone at 5–7 dpi with robust spatial gradient not captured by any individual commitment gene (Fig. 4e). Likewise, we observed an increase within the injury site of pro-remodeling FAPs (*Pdgfra*^hi^/*Cd34*^lo^/*Mmp14*^hi^/*Col3a1*^hi^) during injury response and a decrease in patrolling monocytes (*Fabp5*^hi^/*Cx3cr1*^neg^/*Ly6c2*^neg^) over the injury time-course (Fig. 4b, e).

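In the deposited tables, this relabelling left 628 of the 1953 Harmony MuSCs and 184 of the 992 myoblasts or progenitors of the 21 samples without a state, and 56 fusing myocytes carried a myonuclei label from Harmony. Most fusing myocytes of the uninjured mice were among these 56 cells. The unassigned cells were counted among myogenic cells in every share of a state. With only the cells that carry a state in the denominator, a choice made after the data were seen, the direction of some contrasts changed. Quiescent MuSCs then differed between injured and uninjured mice by -20.6 percentage points (adjusted p = 0.151, two-sided exact permutation test) and fusing myocytes by -1.03 points (adjusted p = 0.929 in the same exact test).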

Spatial RNAseq analyses can inform the spatial localization of cell types, and their co-occurrence with other cell types during injury response independent of dissociation-related artefacts (Fig. 4d, e). Based on the BayesPrism theta fractions, we enumerated the co-occurrence of cell types within each spot (Fig. 4f). We asked if the relative abundance and localization of myogenic cell types inferred by BayesPrism reflects a pattern of coordinated myogenic commitment, and how it changes with time post-injury (Fig. 4g). As expected, we found that myogenic cells frequently co-localize with mature myofibers across all timepoints. We observed that the fusing myocyte subset decreases in co-occurrence with patrolling monocytes over the time course, but increases co-occurrence with both M2 macrophage subsets, matching prior understanding of the dynamics and commitment associations of these immune cell populations^48,49^.

We next asked whether the single-cell reference compendium could be used to identify potential interactions between the cell types which are spatially co-occurrent with myogenic cells during injury response. We applied CellChat^50^, a tool for inference, statistical analysis, and visualization of cell-cell interactions, to prominent cell type ensembles within the integrated sc/snRNAseq data. First, we found that the three FAP subtypes and tenocytes had the highest predicted interaction strengths with myogenic cells, suggesting they exhibit the highest co-transcription of ligand-receptor pairs (Fig. 5a). We then focused our analysis on FAPs because of their patterns of co-occurrence with myogenic cells (Fig. 4f, g). We found that most of the predicted interactions between FAPs and myogenic cells were classified as “Secreted Signaling” (670/1153; 58%) or “ECM-Receptor” (419/1153; 36%), while “Cell-Cell Contact” represented a low proportion of predicted interactions (64/1153; 5.6%).

**Fig. 5:**
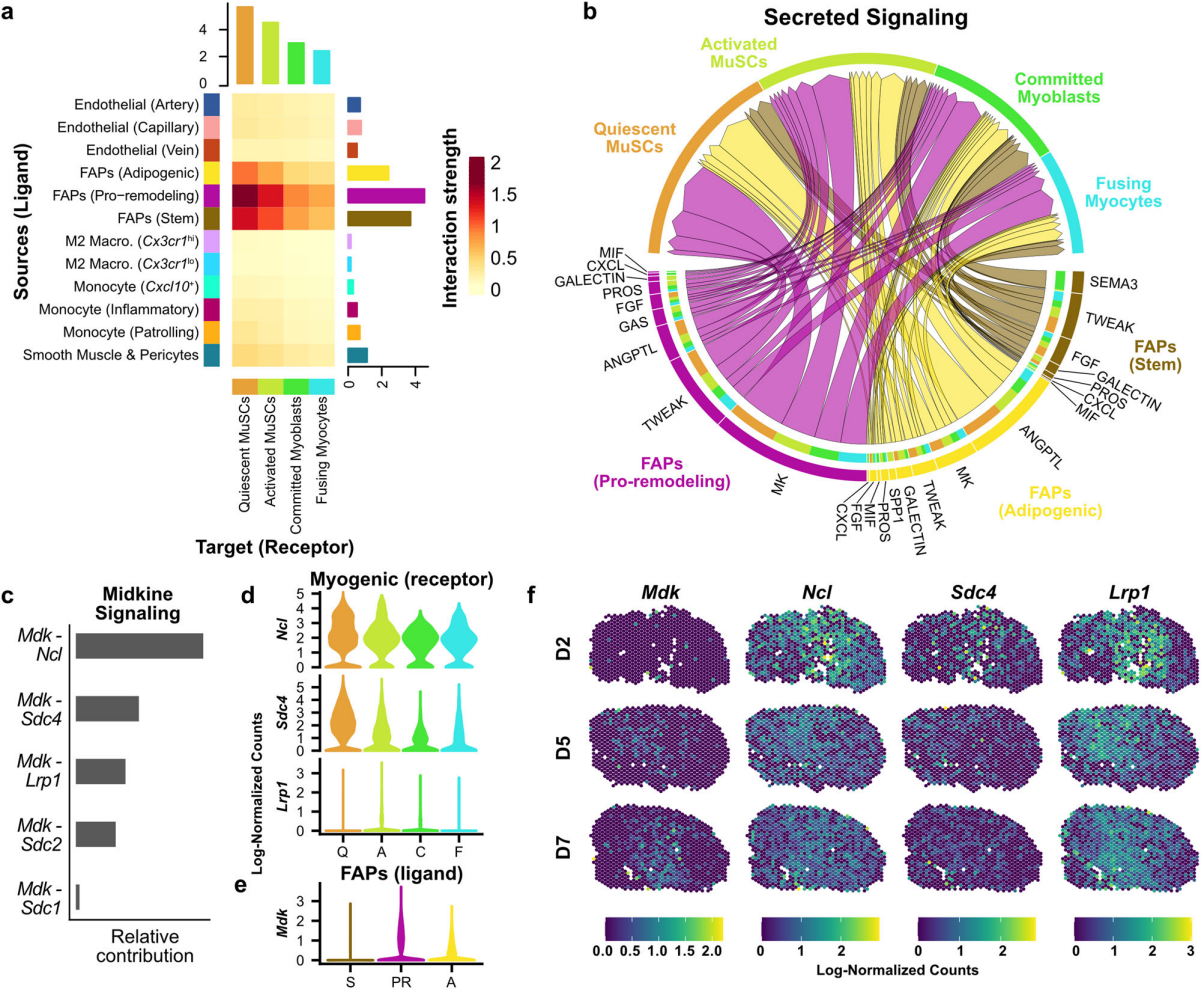
Integrated ligand-receptor analysis in sc/snRNAseq data compendium informs colocalized communication analysis in spatial transcriptomics data. **a** Predicted ensemble ligand-receptor interactions strengths between endothelial, FAP, myeloid, smooth muscle (ligand-expressing), and myogenic (receptor-expressing) cell types using CellChat. **b** Chord plot showing the significant pathways annotated as “Secreted Signaling” between FAP and myogenic sub-populations, as assessed by CellChat (see “Methods”). Chords point from the FAP ligand source (protein name abbreviations listed; MK, midkine) to the myogenic cell sub-population expressing its partner receptor (names not listed). The width of the chords shows the interaction strength. **c** Relative interaction strengths of specific Midkine ligand-receptor pairs summed across all FAP and myogenic populations. **d** Log-normalized expression of the receptor and **e** ligand gene transcripts are shown for the sc/snRNAseq data compendium, for the four myogenic cell types, and the three FAP cell types, respectively. **f** Log-normalized expression of Midkine signaling factors in spatial RNAseq data (at 2, 5, and 7 dpi).

Due to its highest cumulative interaction strength in the CellChat analysis, we further explored Midkine (labeled as “MK” in the CellChat database) signaling interactions between pro-remodeling FAPs and myogenic cells (Fig. 5b). We found that *Mdk* (the transcript encoding the Midkine protein) was highly expressed in pro-remodeling FAPs and that Midkine receptor genes (*Ncl*, *Sdc4*, and *Lrp1*) were highly expressed in multiple myogenic cell types, especially quiescent MuSCs (Fig. 5c–e). We then examined *Mdk* expression patterns in the spatial RNAseq data and observed that *Mdk* expression increased during injury response, in a manner spatially coincident with the expression of the *Ncl* and *Lrp1* Midkine receptor genes (Fig. 5f). Overall, these analyses demonstrate the utility of a large-scale single-cell reference transcriptome, together with spatial RNAseq analyses, to map the spatiotemporal coordination of infrequent cell types and states involved in skeletal muscle repair.

## Discussion

scRNAseq enables a high-resolution view of cellular dynamics in muscle injury response. However, current scRNAseq methods are ill-suited to study rare and transient cell populations due to limitations on the number of cells captured from each sample^51^. Here, we demonstrate that large-scale integration of newly generated and public single-cell transcriptomic data can overcome this limitation. We provide a scalable solution to unify sc/snRNAseq data from diverse experimental settings and techniques. We annotated cell subtypes using a curated panel of 112 marker genes from the literature^11,15,16,20,41,49,52–61^. We observed distinct subpopulations of FAPs, endothelial cells, and immune cells which were not consistently represented in prior sc/snRNAseq studies^15–17^. For example, immune cells distinctly split into neutrophils, dendritic cells, three populations of monocytes (patrolling, inflammatory, *Cxcl10*^hi^), two populations of M2 (anti-inflammatory) macrophages, and separate clusters of B, T, and NK cells, which are the primary immune cell constituents in muscle repair^48,62^.

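In the 21 samples from 20-month-old mice, these immune populations followed different time courses by the Harmony labels. Neutrophils made up 0.231% ± 0.133 (SD, n = 4) of cells in uninjured mice, 11.6% ± 4.44 (n = 4) at 1 dpi and 2.41% ± 1.13 (n = 3) at 2 dpi (adjusted p = 9.20e-05, permutation test over the time course). Inflammatory monocytes rose by 18.0 percentage points at 1 dpi, to 18.6% ± 4.64 (n = 4), and were at 2.22% ± 0.919 (n = 3) at 7 dpi (adjusted p = 5.75e-05, permutation test). Patrolling monocytes rose from 0.0173% ± 0.0204 (n = 4) to 24.6% ± 1.62 (n = 3) at 2 dpi and 25.4% ± 0.586 (n = 4) at 3.5 dpi, and were at 2.45% ± 0.848 (n = 3) at 7 dpi (permutation p = 1e-05, the smallest that the test can give). *Cxcl10* hi monocytes rose from 0.168% ± 0.0482 to 3.37% ± 0.333 at 2 dpi (n = 4 and 3, adjusted p = 0.000272, permutation test). The *Cx3cr1*_hi and *Cx3cr1*_lo M2 macrophages rose by 13.9 and 12.9 points, both at 3.5 dpi, to 14.1% ± 1.26 and 13.3% ± 0.883 (n = 4). In each of these populations, every mouse at the time point named lay above every uninjured mouse.

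T cells reached 10.2% ± 3.92 (n = 3) and NK cells 4.49% ± 0.986 (n = 3) at 5 dpi, and dendritic cells 6.03% ± 1.88 (n = 3). B cells did not differ detectably over the time course (0.488% ± 0.143 in uninjured mice, adjusted p = 0.852, permutation test). Each time point was also compared with uninjured mice on its own by a two-sided exact permutation test. The smallest p that this test can give is 0.0286, both with 4 against 4 and with 4 against 3 mice. Of the 115 comparisons, 63 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 (smallest 0.0522). By contrast, edgeR's quasi-likelihood test on the numbers of cells, without TMM normalization, called 80, with 82 at an unadjusted p under 0.05. All mice of both groups were separated in 70 comparisons, against 5.26 by chance.

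**Figure D6:**
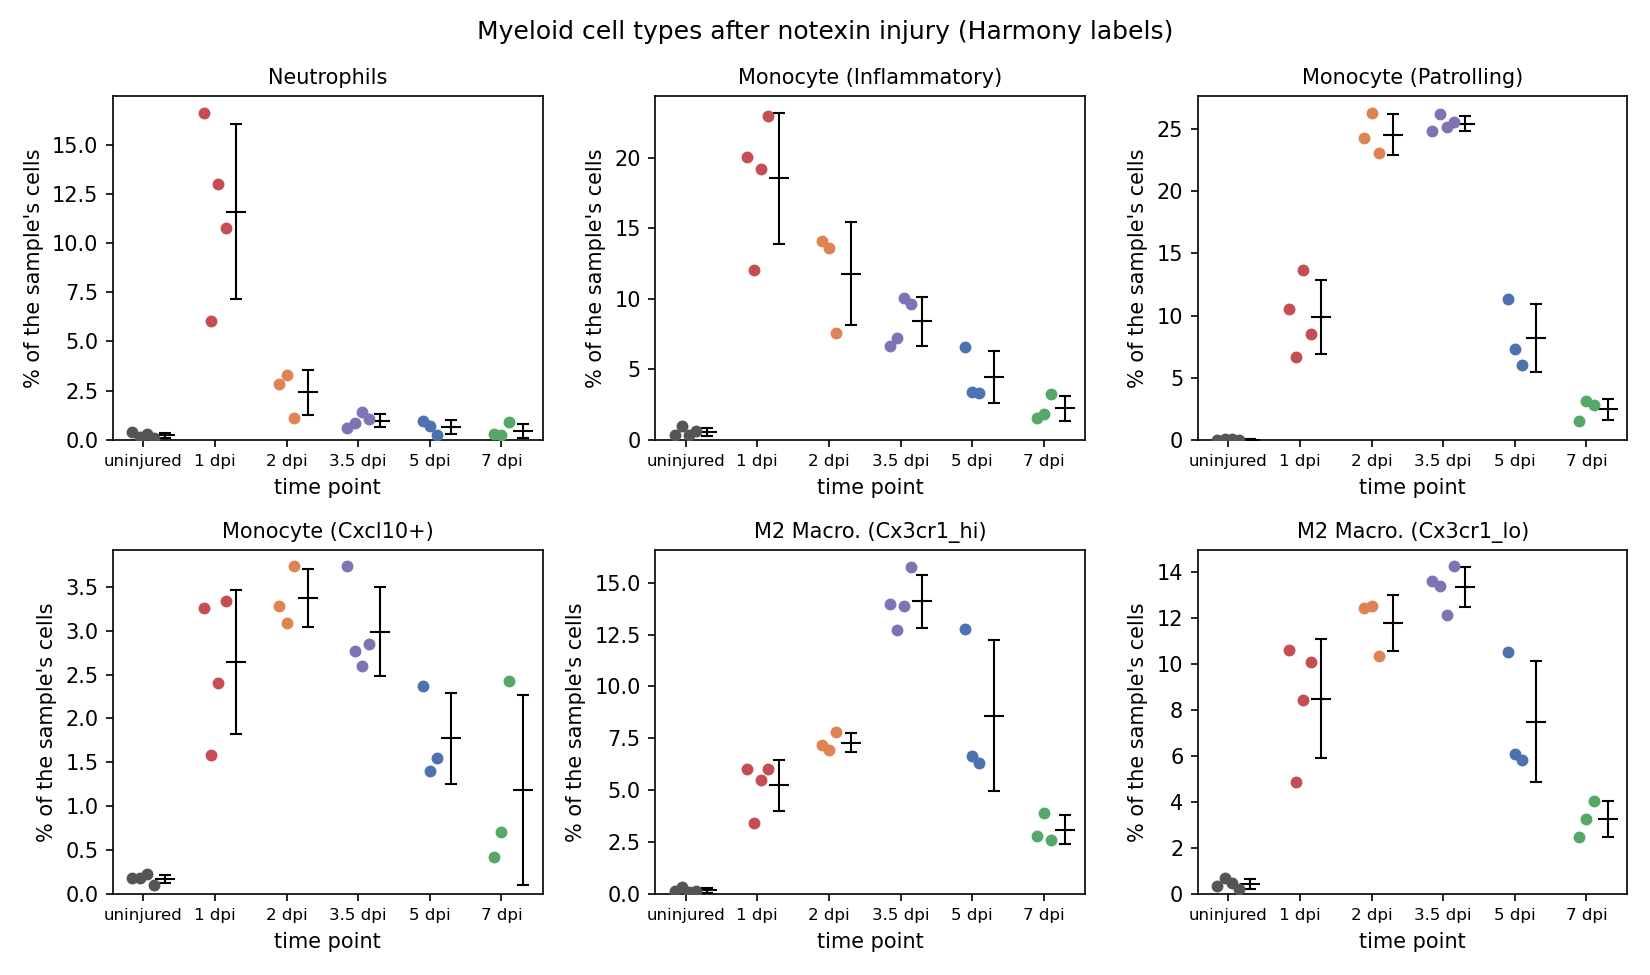
Share of each sample's cells (%, vertical axis) with 6 myeloid Harmony labels at each time point (horizontal axis, days post-injury). Each point is 1 mouse and the bar gives the mean and SD; neutrophils and inflammatory monocytes are highest at 1 dpi, and patrolling monocytes at 2 and 3.5 dpi with 24.6% and 25.4% of cells.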

Large-scale integration of scRNAseq data generated a continuous, transcriptomic model of myogenesis, including rare transitional myogenic cells. We identified candidate surface markers and transcription factor regulators distinct to the stages of myogenic commitment and myocyte fusion (represented by PHATE bins 8–10 and 11–18, respectively), which could not be resolved with individual datasets. Interestingly, we found signatures of surface receptors, such as *Erbb3* and *Cd97*, specific to fusing myocytes (bins 11–18), which may enable improved prospective isolation strategies compared to less stage-specific cell markers like β1-integrin (*Itgb1*). Notably, ERBB3/HER3 (encoded by *Errb3*) has been identified as a myogenic progenitor marker of human pluripotent stem cell-derived myogenic progenitors^63^. Similarly, we observed a set of transcription factors with specific expression at the commitment/fusion stages, including *E2f8*, *Tead4*, and *Mef2a*. MEF2A has been reported to be a myogenic commitment regulator^23,64^. Intriguingly, Tead4 is required for myoblast differentiation and binds the *E2f8* gene, suggesting that E2F8 may help mediate TEAD4-promoted myogenic commitment^65,66^. More generally, we found that myogenesis is characterized by a wave of transcriptomic diversification. 

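Over the samples with at least 5 cells of a state, the median number of UMIs per cell was 9788 ± 7263 (SD, n = 16) in quiescent MuSCs, 16930 ± 8298 (n = 10) in activated MuSCs, 23292 ± 13596 (n = 10) in committed myoblasts, 18618 ± 16585 (n = 12) in fusing myocytes and 2251 ± 551 (n = 21) in myonuclei. Within the 13 samples that had both, the value was 16274 ± 12388 in progenitors and 11729 ± 6646 in quiescent MuSCs. Differences in UMIs were not tested by themselves, and the SDs, which include differences in depth between samples, were wide.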

We observed a larger number of RNA transcripts per cell at the progenitor commitment and fusion stages than in muscle stem cells or myofibers. This agrees with the observation that stem/progenitor cell trajectories exhibit changes in transcriptional diversity across their maturation axis, but differs with specific trends found in hematopoesis^43^. Last, we generated the first, to the best of our knowledge, transcriptome-level spatial RNAseq dataset of regenerating murine skeletal muscle. We repurposed BayesPrism^47^, a recently developed algorithm for the deconvolution of bulk RNAseq datasets, to estimate the cell composition of each spot and identified putative cellular interactions within those spots that may drive myogenesis. We further explored these interactions by applying CellChat^50^ to identify active ligand-receptor interactions between spatially co-occurrent cell types. We found that FAPs had the most predicted interactions with myogenic cells and that those interactions diminish for more differentiated myogenic stages. We showed that paired scRNAseq and spatial RNAseq provide synergies for studying cell−cell interactions by exploring Midkine signaling, the highest-ranked ligand from the FAP-myogenic interactions in the CellChat analysis and with receptors highly expressed (*Ncl* and *Lrp1*) within multiple myogenic sub-populations. Midkine signaling has been implicated in limb regeneration^67^, neuromuscular^68^ and epicardial development^69^, and stem cell proliferation^68,70,71^. Using our spatial RNAseq data, we examined spatiotemporal patterns of Midkine-related gene expression in skeletal muscle regeneration and found that *Mdk* is spatially co-expressed with *Ncl* and *Lrp1*, suggesting the possibility of a locally coordinated paracrine signaling system.

The past decade has shown rapid growth in the number of cells that can be assayed in each experiment. Recent methods which utilize combinatorial indexing can yield more than 10^6^ transcriptomes per experiment^72,73^. Unfortunately, these methods are difficult to implement, produce a relatively low depth of coverage for each cell, and require huge amounts of sequencing. These factors lead to large costs which are often outside the budget of individual labs. Large collaborative efforts such as the Tabula Muris Senis or Human Biomolecular Atlas Program have generated massive reference transcriptome datasets, but have done so only for a limited number of tissues and disease settings^31,32,74^. We propose large-scale integration of publicly available data as the most economical and effective method for generating consortium-level reference transcriptomes. Large-scale integration enables the incorporation of sample diversity into reference transcriptomes, which will likely better reflect the underlying biology across individuals. Taken together, our study supports the utility of large-scale integration of single-cell transcriptomic data as a powerful tool for biological discovery. We created a public web tool (scmuscle.bme.cornell.edu/) to enable access and further interrogation of the dataset reported here.

## Methods

### Mice

The Cornell University Institutional Animal Care and Use Committee (IACUC) approved all animal protocols, and experiments were performed in compliance with its institutional guidelines. Adult C57BL/6J mice (*mus musculus*) were obtained from Jackson Laboratories (#000664; Bar Harbor, ME) and were used at 4–7 months of age. Aged C57BL/6J mice were obtained from the National Institute of Aging (NIA) Rodent Aging Colony and were used at 20 months of age. For new scRNAseq experiments, female mice were used in each experiment.

### Mouse injuries and single-cell isolation

To induce muscle injury, both tibialis anterior (TA) muscles of old (20 months) C57BL/6J mice were injected with 10 µl of notexin (10 µg/ml; Latoxan; France). At 0, 1, 2, 3.5, 5, or 7 days post-injury (dpi), mice were sacrificed and TA muscles were collected and processed independently to generate single-cell suspensions. Muscles were digested with 8 mg/ml Collagenase D (Roche; Switzerland) and 10 U/ml Dispase II (Roche; Switzerland), followed by manual dissociation to generate cell suspensions. Cell suspensions were sequentially filtered through 100 and 40 μm filters (Corning Cellgro #431752 and #431750) to remove debris. Erythrocytes were removed through incubation in erythrocyte lysis buffer (IBI Scientific #89135-030).

### Single-cell RNA-sequencing library preparation

After digestion, single-cell suspensions were washed and resuspended in 0.04% BSA in PBS at a concentration of 10^6^ cells/ml. Cells were counted manually with a hemocytometer to determine their concentration. Single-cell RNA-sequencing libraries were prepared using the Chromium Single Cell 3′ reagent kit v3 (10x Genomics, PN-1000075; Pleasanton, CA) following the manufacturer’s protocol. Cells were diluted into the Chromium Single Cell A Chip to yield a recovery of 6,000 single-cell transcriptomes. After preparation, libraries were sequenced using a NextSeq 500 (Illumina; San Diego, CA) using 75 cycle high output kits (Index 1 = 8, Read 1 = 26, and Read 2 = 58). Details on estimated sequencing saturation and the number of reads per sample are shown in Supplementary Data 1.

### Spatial RNA sequencing library preparation

Tibialis anterior muscles of adult (5 mo) C57BL6/J mice were injected with 10 µl notexin (10 µg/ml) at 2, 5, and 7 days prior to collection. Upon collection, tibialis anterior muscles were isolated, embedded in OCT, and frozen fresh in liquid nitrogen. Spatially tagged cDNA libraries were built using the Visium Spatial Gene Expression 3′ Library Construction v1 Kit (10x Genomics, PN-1000187; Pleasanton, CA) (Fig. S7). Optimal tissue permeabilization time for 10 µm thick sections was found to be 15 min using the 10x Genomics Visium Tissue Optimization Kit (PN-1000193). H&E stained tissue sections were imaged using Zeiss PALM MicroBeam laser capture microdissection system and the images were stitched and processed using Fiji ImageJ software. cDNA libraries were sequenced on an Illumina NextSeq 500 using 150 cycle high output kits (Read 1 = 28 bp, Read 2 = 120 bp, Index 1 = 10 bp, and Index 2 = 10 bp). Frames around the capture area on the Visium slide were aligned manually and spots covering the tissue were selected using Loop Browser v4.0.0 software (10x Genomics). Sequencing data were then aligned to the mouse reference genome (mm10) using the spaceranger v1.0.0 pipeline to generate a feature-by-spot-barcode expression matrix (10x Genomics).

### Download and alignment of single-cell RNA sequencing data

For all samples available via SRA, parallel-fastq-dump (github.com/rvalieris/parallel-fastq-dump) was used to download raw.fastq files. Samples that were only available as.bam files were converted to.fastq format using bamtofastq from 10x Genomics (github.com/10XGenomics/bamtofastq). Raw reads were aligned to the mm10 reference using cellranger (v3.1.0).

### Preprocessing and batch correction of single-cell RNA sequencing datasets

First, ambient RNA signal was removed using the default SoupX (v1.4.5) workflow (autoEstCounts and adjustCounts; github.com/constantAmateur/SoupX). Samples were then preprocessed using the standard Seurat (v3.2.1) workflow (NormalizeData, ScaleData, FindVariableFeatures, RunPCA, FindNeighbors, FindClusters, and RunUMAP; github.com/satijalab/seurat). Cells with fewer than 750 features, fewer than 1000 transcripts, or more than 30% of unique transcripts derived from mitochondrial genes were removed. After preprocessing, DoubletFinder (v2.0) was used to identify putative doublets in each dataset, individually. BC_mvn_ optimization was used for *P*_K_ parameterization. Estimated doublet rates were computed by fitting the total number of cells after quality filtering to a linear regression of the expected doublet rates published in the 10x Chromium handbook. Estimated homotypic doublet rates were also accounted for using the modelHomotypic function. The default *P*_N_ value (0.25) was used. Putative doublets were then removed from each individual dataset. After preprocessing and quality filtering, we merged the datasets and performed batch-correction with three tools, independently—Harmony (github.com/immunogenomics/harmony) (v1.0), Scanorama (github.com/brianhie/scanorama) (v1.3), and BBKNN (github.com/Teichlab/bbknn) (v1.3.12). We then used Seurat to process the integrated data. After initial integration, we removed the noisy cluster and re-integrated the data using each of the three batch-correction tools.

### Cell type annotation

Cell types were determined for each integration method independently. For Harmony and Scanorama, dimensions accounting for 95% of the total variance were used to generate SNN graphs (Seurat::FindNeighbors). Louvain clustering was then performed on the output graphs (including the corrected graph output by BBKNN) using Seurat::FindClusters. A clustering resolution of 1.2 was used for Harmony (25 initial clusters), BBKNN (28 initial clusters), and Scanorama (38 initial clusters). Cell types were determined based on the expression of canonical genes (Fig. S3). Clusters that had similar canonical marker gene expression patterns were merged.

### Pseudotime workflow

Cells were subset based on the consensus cell types between all three integration methods. Harmony embedding values from the dimensions accounting for 95% of the total variance were used for further dimensional reduction with PHATE, using phateR (v1.0.4) (github.com/KrishnaswamyLab/phateR).

### Deconvolution of spatial RNA sequencing spots

Spot deconvolution was performed using the deconvolution module in BayesPrism (previously known as “Tumor microEnvironment Deconvolution”, TED, v1.0; github.com/Danko-Lab/TED). First, myogenic cells were re-labeled, according to binning along the first PHATE dimension, as “Quiescent MuSCs” (bins 4–5), “Activated MuSCs” (bins 6–7), “Committed Myoblasts” (bins 8–10), and “Fusing Myoctes” (bins 11–18). Culture-associated muscle stem cells were ignored and myonuclei labels were retained as “Myonuclei (Type IIb)” and “Myonuclei (Type IIx)”. Next, highly and differentially expressed genes across the 25 groups of cells were identified with differential gene expression analysis using Seurat (FindAllMarkers, using Wilcoxon Rank Sum Test; results in Supplementary Data 2). The resulting genes were filtered based on average log_2_-fold change (avg_logFC > 1) and the percentage of cells within the cluster which express each gene (pct.expressed > 0.5), yielding 1,069 genes. Mitochondrial and ribosomal protein genes were also removed from this list, in line with recommendations in the BayesPrism vignette. For each of the cell types, mean raw counts were calculated across the 1,069 genes to generate a gene expression profile for BayesPrism. Raw counts for each spot were then passed to the run.Ted function, using the “GEP” option for input.type and default parameters for the remaining inputs. Final Gibbs theta values were used as estimates for the fraction of transcripts from each spot that were derived from each of the 25 cell types.

### Spot co-occurrence of cell subtypes

Cell type co-occurrence was computed as before by Mantri et al.^69^. Briefly, for each spot cell types were ordered according to the computed theta values (estimated percentage of reads attributed to a cell type). Up to 10 cell types with the highest theta values were tallied for each spot. Cell types with theta values lower than 0.01 (1% of transcripts) were not counted.

### Ligand-receptor analysis with CellChat

Ligand-receptor analysis and visualization were performed using CellChat v1.1.0 (github.com/sqjin/CellChat). The cell type labels used were derived from the Harmony integration results using all single-cell and single-nucleus data sources. Myogenic cell types were derived from binning along the PHATE embedding (Fig. 2b). Default values were used for the parameterization of each step.

### Statistics and reproducibility

For the newly generated scRNAseq data, we collected three or four replicates for each injury time point, for a total of 23 samples. Each replicate was an independent experiment, where animals were injured, sacrificed, and analyzed individually. 88 public datasets were also downloaded, for a total of 111 scRNAseq and snRNAseq samples analyzed in this study. For spatial RNAseq, one sample was collected for each injury timepoint. The details for statistical analyses performed in this study are provided in the respective sections of the “Results” and “Methods”. For differential gene expression, a Wilcoxon Rank Sum test was used (via Seurat^36^) to assess the statistical significance of gene expression differences across cell clusters.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

All source data are deposited and available in public repositories. A complete list of metadata and GEO and ArrayExpress accession information for the publicly available scRNAseq and snRNAseq data^9,11,15–17,20–32^ can be found in Table S1. Single-nucleus RNA sequencing data were kindly provided by the Millay lab^11^, prior to public release. Newly collected scRNAseq data for two samples from 7 mo mice are deposited in GEO under accession GSE159500. The scRNAseq data from 20 mo mice are deposited in GEO under accession GSE162172. These spatial RNA sequencing data are deposited under GSE161318. SRR numbers for downloading each individual sample are compiled in the Sup. Data 1 file. Fully processed Seurat and CellChat objects for the entire compendium (Fig. 1), myogenic cells (Figs. 2, 3), spatial RNAseq datasets (Fig. 4), and ligand-receptor analysis (Fig. 5) are available for download on Dryad (doi:10.5061/dryad.t4b8gtj34). Results from differential expression analyses associated with these figures are compiled in the Supplementary Data 2−6 files.

# Supplementary material for: Large-scale integration of single-cell transcriptomic data captures transitional progenitor states in mouse skeletal muscle regeneration
**Source:** Commun Biol. 2021 Nov 12;4:1280. doi: 10.1038/s42003-021-02810-x
**Supplement:** Supplementary file 2 — Supplementary Information

*Supplementary Information for*

**Large-scale integration of single-cell transcriptomic data captures  
transitional progenitor states in mouse skeletal muscle regeneration**

David W. McKellar<sup>1</sup>, Lauren D. Walter<sup>2</sup>, Leo T. Song<sup>1</sup>, Madhav Mantri<sup>3</sup>, Michael F.Z. Wang<sup>3</sup>,  
Iwijn De Vlaminck<sup>1, #, %</sup>, and Benjamin D. Cosgrove<sup>1, #, %</sup>

# These authors contributed equally

**Table S1. Metadata for datasets included in this study.**

| Citation                                           | GEO Accession        | Age (mo) | Injury (dpi)                               | Muscle(s)                  | Cell Isolation Procedures       | 10x Chemistry | # Samples  | # Cells (After QC) |
|----------------------------------------------------|----------------------|----------|--------------------------------------------|----------------------------|---------------------------------|---------------|------------|--------------------|
| De Micheli et al, <i>Cell Reports</i> , 2020       | GSE143437, GSE143435 | 4-7      | Notexin (0, 2, 5, 7)                       | Tibialis anterior          | Dissociated Whole Muscle        | v2 & v3       | 14         | 65,234             |
| De Micheli et al (*)                               | GSE159500            | 7        | Notexin (2 & 7)                            | Tibialis anterior          | Dissociated Whole Muscle        | v3            | 2          | 7,027              |
| McKellar, Walter et al (*)                         | GSE162172            | 20       | Notexin (0, 1, 2, 3.5, 5, 7)               | Tibialis anterior          | Dissociated Whole Muscle        | v3            | 21         | 89,382             |
| Dell'Orso et al, <i>Development</i> , 2019         | GSE126834            | 3        | Notexin (0, 2.5)                           | Tibialis anterior          | Dissociated Whole Muscle & FACS | v2            | 6          | 7,582              |
| Giordani et al, <i>Molec Cell</i> , 2019           | GSE110878            | 2        | -                                          | Hindlimb Muscles           | Dissociated Whole Muscle        | v2            | 2          | 11,375             |
| Tabula Muris, <i>Nature</i> , 2018                 | GSE109774            | 3        | -                                          | Tibialis anterior          | Dissociated Whole Muscle        | v2            | 2          | 4,739              |
| Tabula Muris Senis, <i>Nature</i> , 2020           | GSE149590            | 18-24    | -                                          | Tibialis anterior          | Dissociated Whole Muscle        | v2            | 10         | 24,050             |
| Li et al, <i>The EMBO Journal</i> , 2019           | GSE134540            | 3        | -                                          | Tibialis anterior & Soleus | FACS (MuSCs)                    | v2            | 3          | 9,414              |
| Jin et al, <i>JCI Insights</i> , 2018              | GSE113111            | 3        | Cardiotoxin (4)                            | Hindlimb Muscles           | FACS (Macrophages)              | v2            | 2          | 7,631              |
| Rubenstein et al, <i>Scientific Reports</i> , 2020 | GSE138707            | 3.5      | -                                          | Quadriceps/ Diaphragm      | Dissociated Whole Muscle        | v3            | 2          | 6,841              |
| Kimmel et al, <i>Development</i> , 2020            | GSE143476            | 3 & 18   | -                                          | Hindlimb Muscles           | FACS (MuSCs)                    | v2            | 16         | 21,524             |
| Verma et al, <i>bioRxiv</i> , 2021                 | GSE129057            | 2        | Cardiotoxin (0, 3)                         | Hindlimb Muscles           | FACS (Endo. & MuSCs)            | v2            | 2          | 1,667              |
| Stepien et al, <i>J Immunol</i> , 2020             | GSE144270            | 2        | Cardiotoxin (0, 3)                         | Tibialis anterior          | Dissociated Whole Muscle        | v2            | 5          | 9,793              |
| Oprescu et al, <i>iScience</i> , 2020              | GSE138826            | 3        | Cardiotoxin (0, 0.5, 2, 3.5, 5, 7, 10, 21) | Tibialis anterior          | FACS Whole Muscle               | v3            | 7          | 47,813             |
| Kalucka et al, <i>Cell</i> , 2020                  | **                   | 2        | -                                          | EDL + Soleus               | FACS (Endothelial)              | v2            | 2          | 3,486              |
| Petrany et al, <i>Nat Comm</i> , 2020              | GSE147127            | 10d-30   | -                                          | TA + Soleus                | Nuclei (Whole Muscle)           | v3            | 6          | 30,380             |
| Dos Santos et al, <i>Nat Comm</i> , 2020           | GSE150065            | 2        | -                                          | TA, Soleus, & Quadriceps   | Nuclei (Whole Muscle)           | v3            | 4          | 2,075              |
| Wang et al, <i>PNAS</i> , 2020                     | GSE142480            | 2.5      | -                                          | Quadriceps/ Diaphragm      | FACS (Macrophages)              | v2            | 2          | 6,351              |
| Chemello et al, <i>PNAS</i> , 2020                 | GSE156498            | 1        | -                                          | Tibialis anterior          | Nuclei (Whole Muscle)           | v3.1          | 1          | 3,251              |
| Yartseva et al, <i>Cell Rep</i> , 2020             | GSE142581            | 3.5      | Cardiotoxin (0, 4)                         | Tibialis anterior          | FACS (MuSCs)                    | v2            | 2          | 5,396              |
|                                                    |                      |          |                                            |                            | <b>Total:</b>                   |               | <b>111</b> | <b>365,011</b>     |

\* New data first reported in this study.

\*\* Available at [ArrayExpress](#), accession number E-MTAB-8077

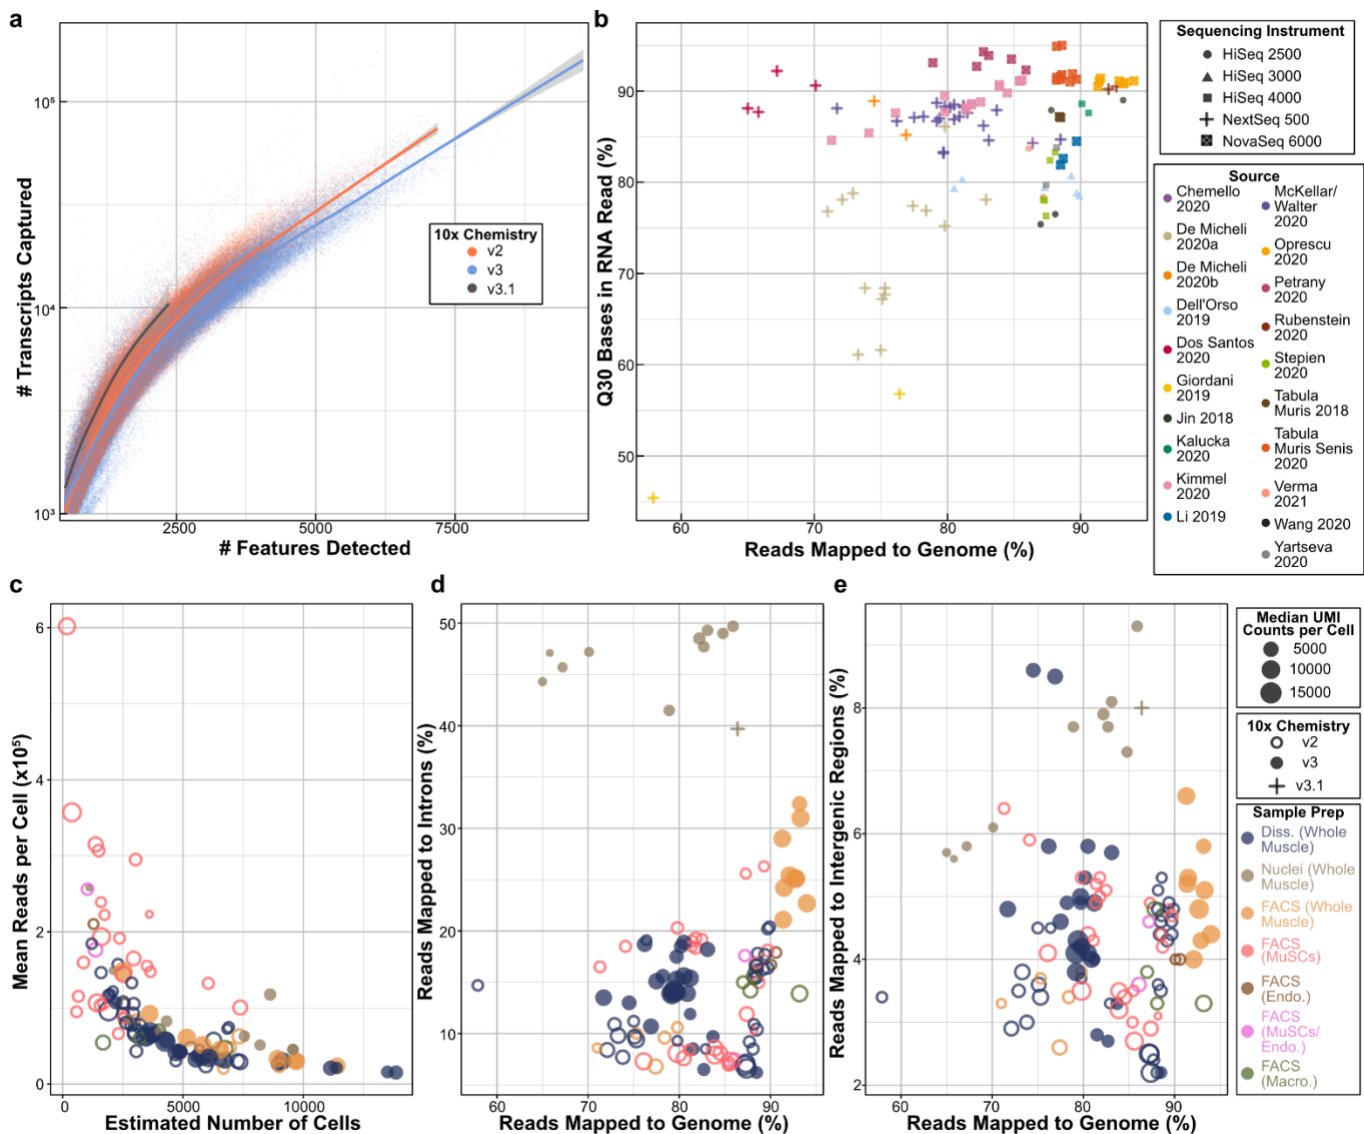

**Figure S1. Sequencing metrics and sample material drive batch effects in single-cell RNA sequencing data. (a)** The number of features and transcripts detected in each droplet, after quality filtering, is similar between versions 2 and 3 of the 10x Chromium chemistry. **(b)** Quality of sequencing, as determined by mappability of the library and Q30 bases inside the RNA portion of the read, may also drive batch effects. **(c)** Sequencing depth is often sacrificed in favor of higher cell counts. Single-nuclei data are enriched with **(d)** nascent transcripts and **(e)** reads outside of annotated genes.

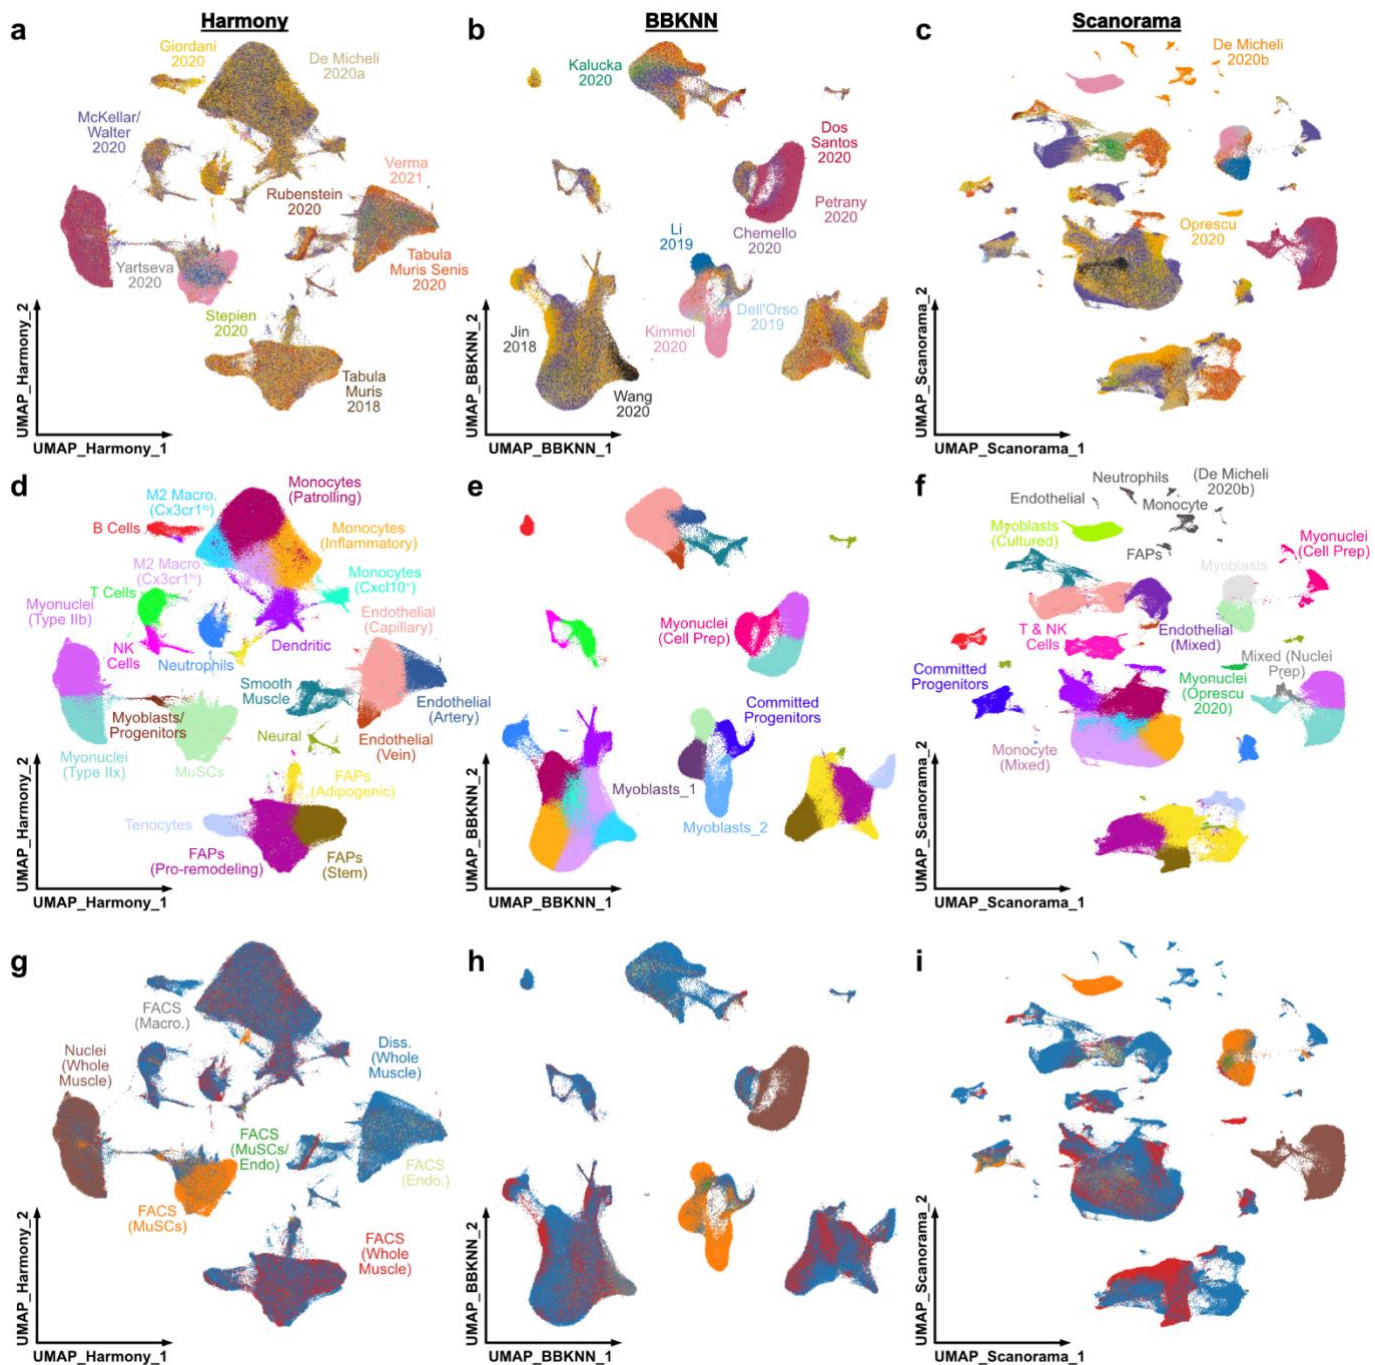

**Figure S2. Comparison of batch-correction methods.** UMAP plots generated after integration with either Harmony, BBKNN, or Scanorama are shown. Plots are colored and labeled by **(a-c)** data source, **(d-f)** annotated cell type, or **(g-i)** sample preparation strategy. Cell types were annotated independently for each batch-correction method (see **Methods**).

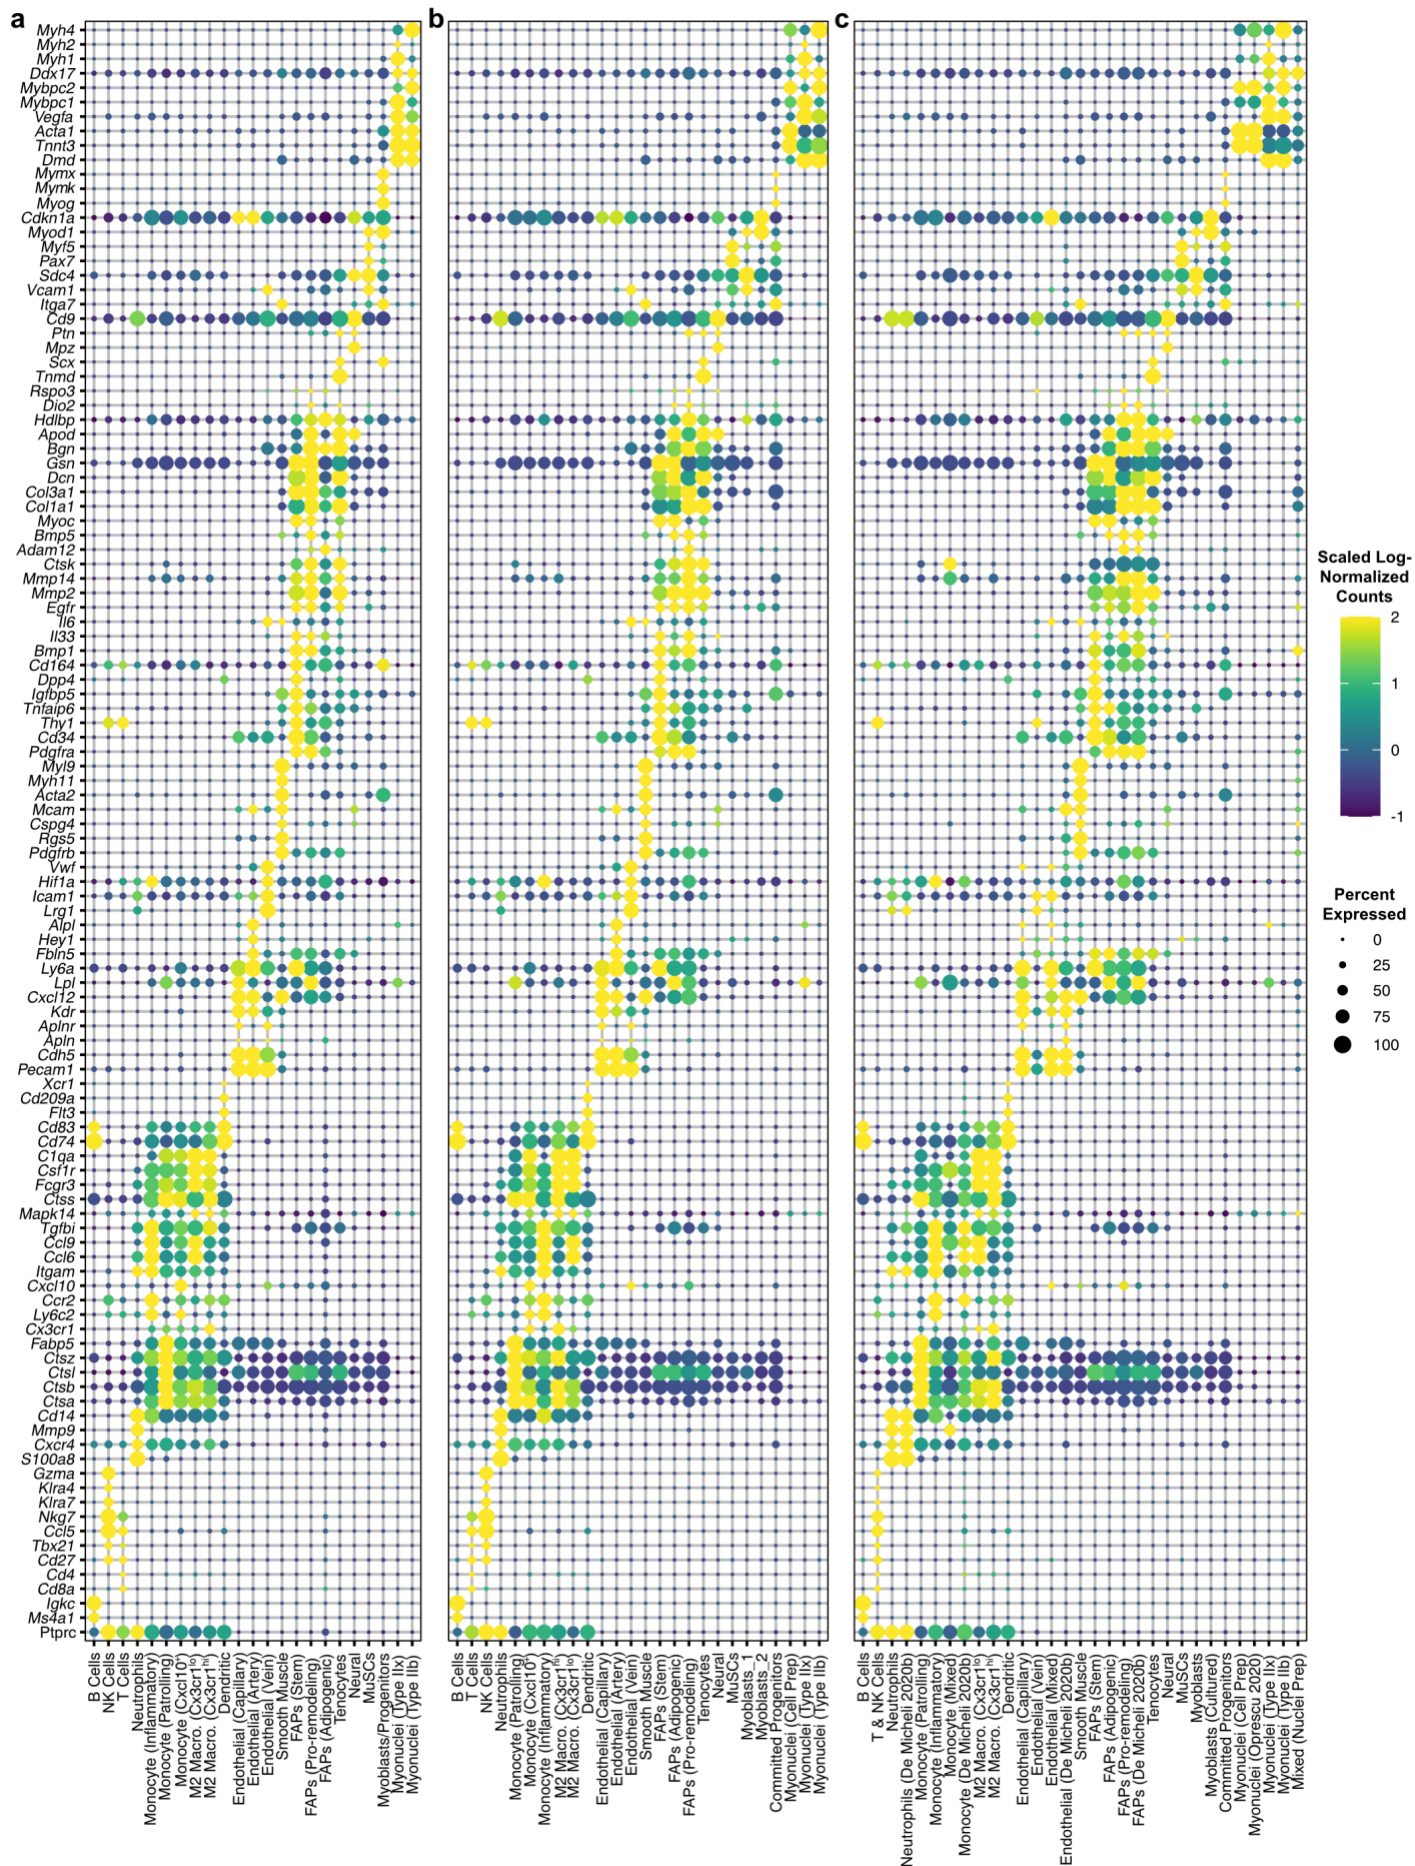

**Figure S3. Canonical marker gene expression identifies cellular subtypes in clustering results from three batch-correction methods.** Dot plots show the expression of 115 genes, curated from a literature search for cell type markers in skeletal muscle. Cell types shown were generated through shared nearest neighbor clustering on the output values from **(a)** Harmony, **(b)** BBKNN, and **(c)** Scanorama batch-correction algorithms. Average gene expression values are scaled (via Seurat).

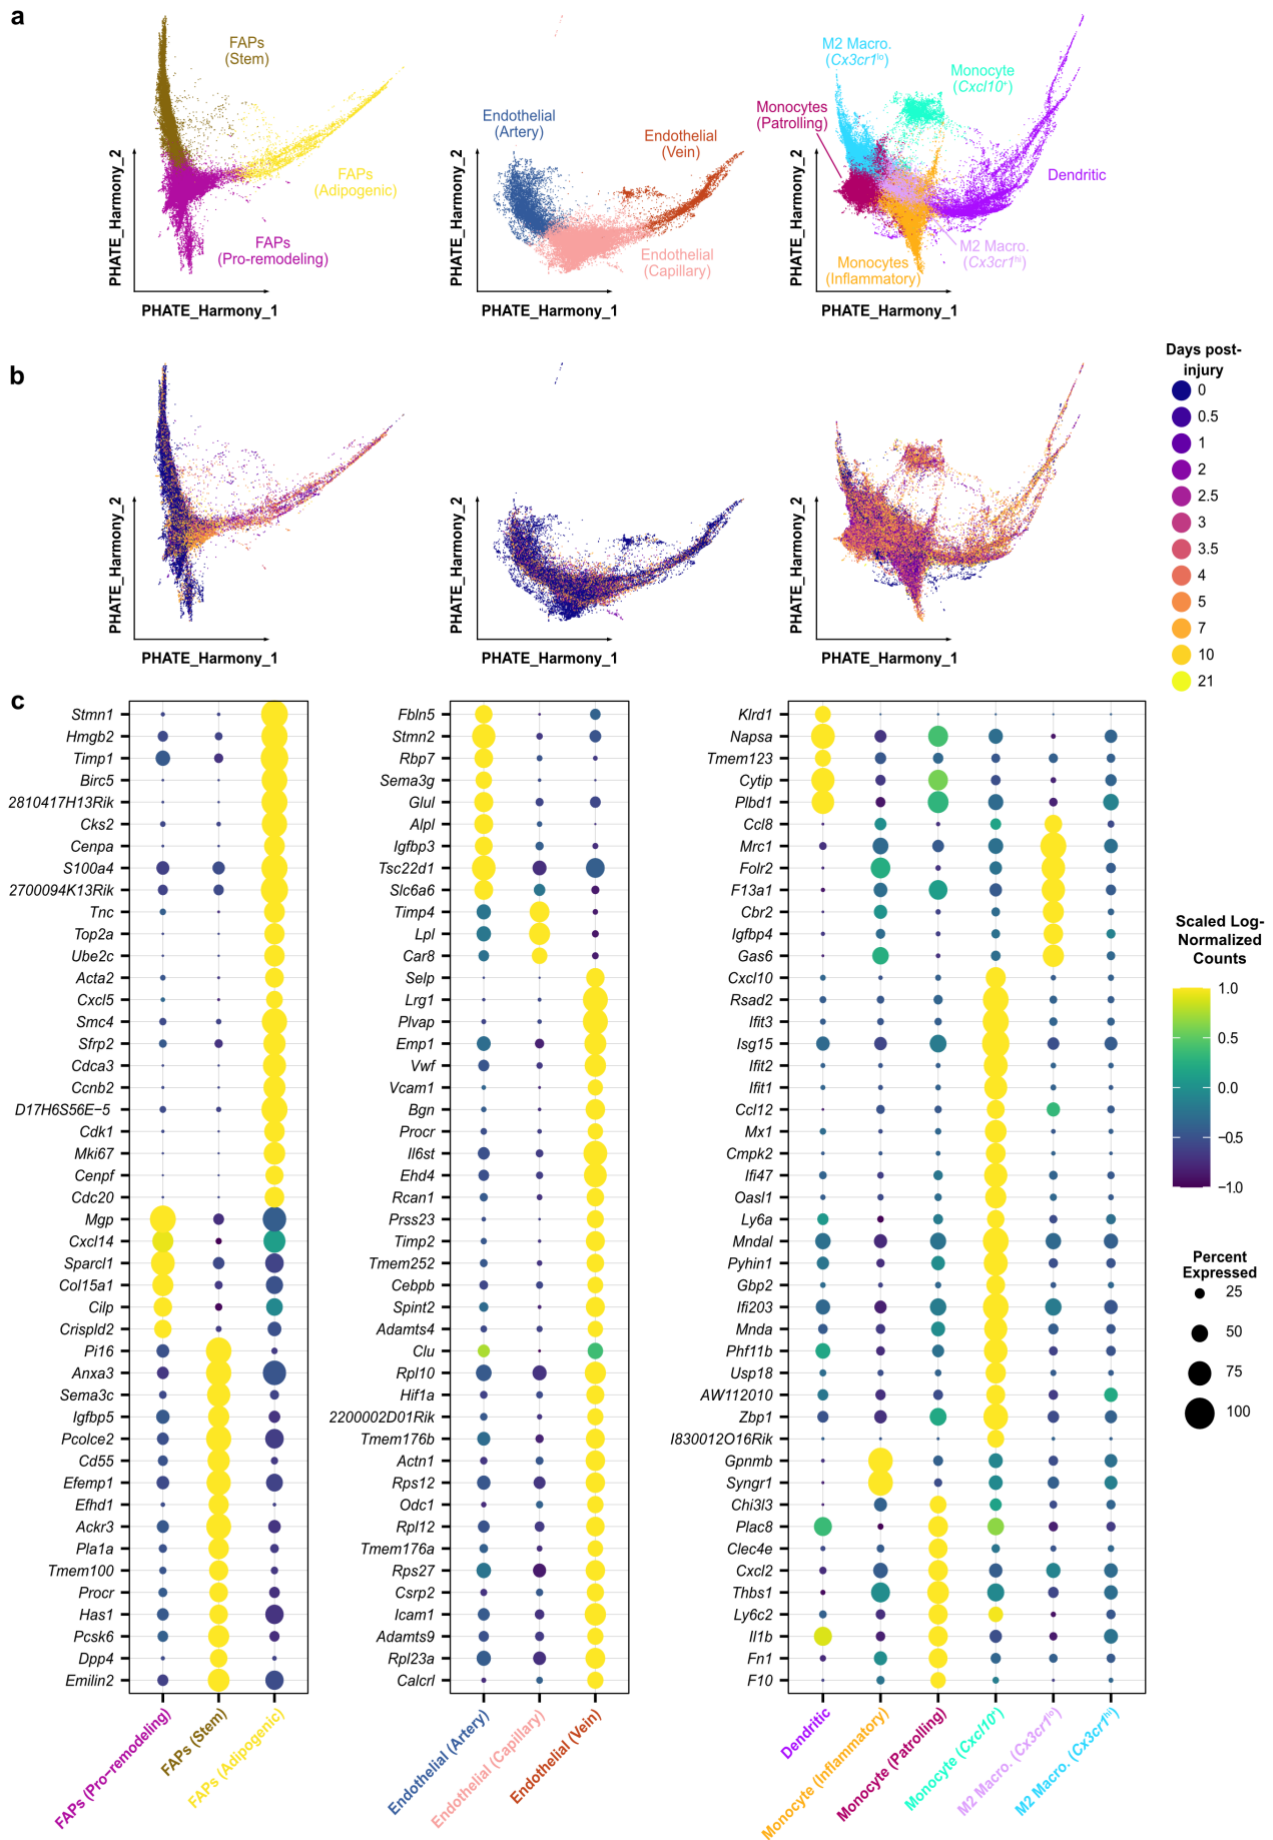

**Figure S4. Sub-populations trajectories and differentially expressed marker genes.** (a) PHATE visualization of FAP, endothelial, and myeloid immune cell sub-populations. Cells are colored by cell type, as shown in **Fig. 1c**. (b) PHATE visualization of these cell sub-populations shown by injury time points based on data source. (c) Dot plot showing the top 45 differentially expressed marker genes between each cell subtype across all data sources in the compendium. Average gene expression values are scaled (via Seurat). See **Methods** and **Sup. Files 4-6** for additional details.

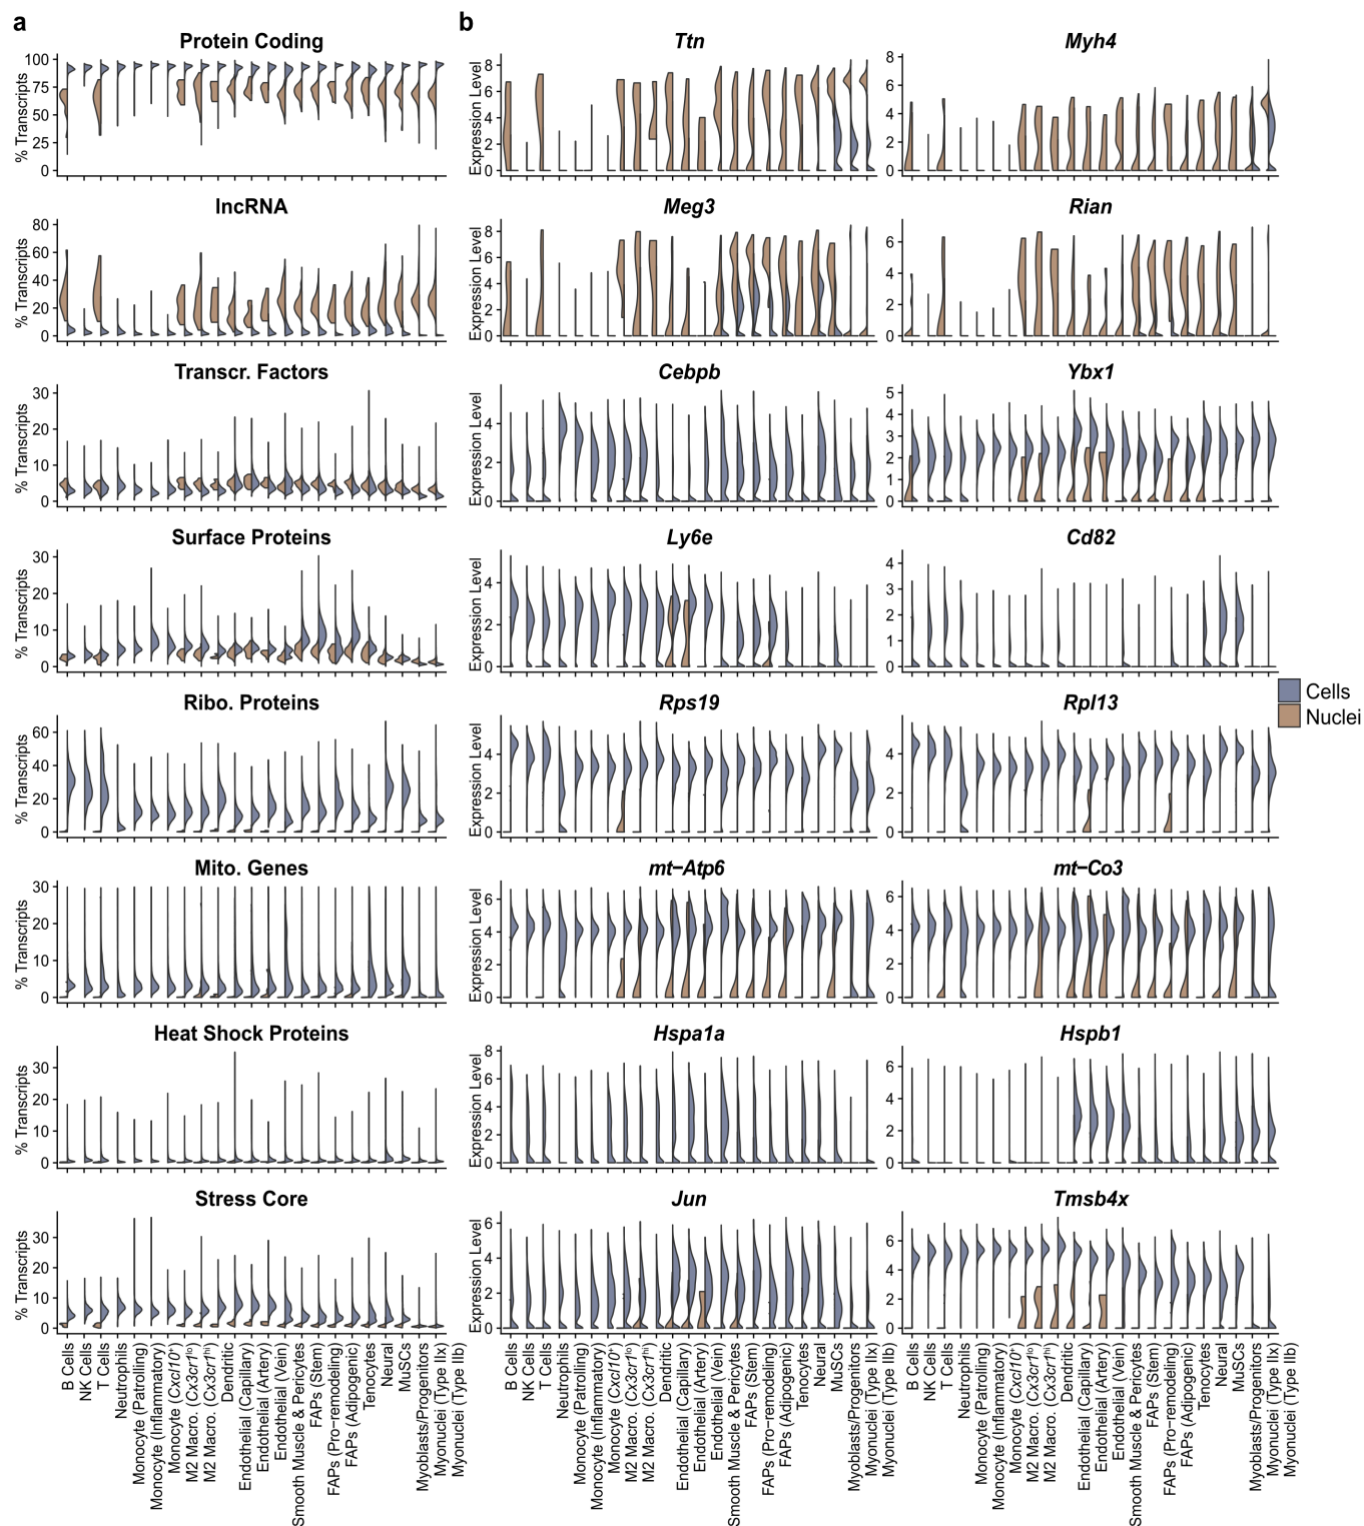

**Figure S5. Cell type-specific differences in gene detection between single-cell and single-nucleus RNA sequencing. (a)** For each cell type, the differential capture of select gene sets, organized by their encoded protein functions, are shown between cells and nuclei in paired violin plots. The y-axis shows the percent of total transcripts within each single cell/nucleus. **(b)** Example genes from each gene set shown in (a) are reported in the same row.

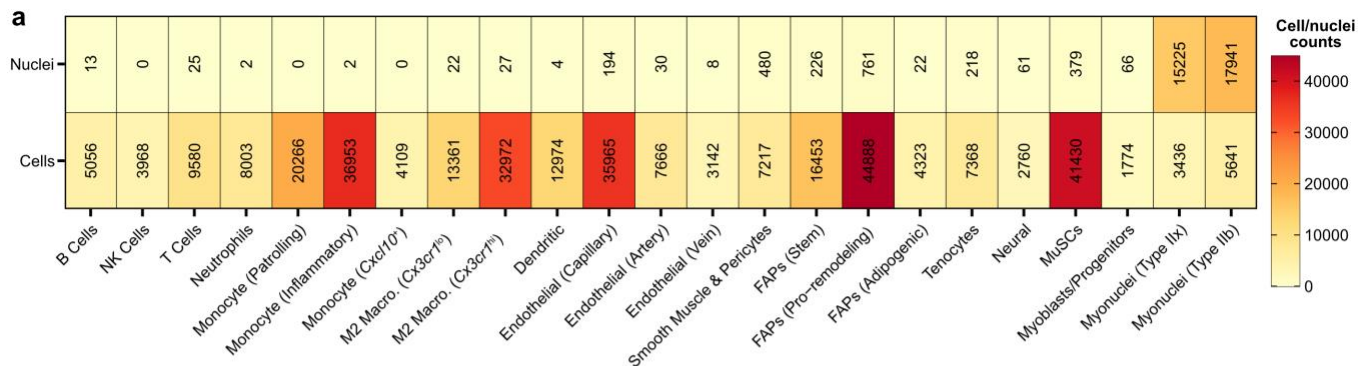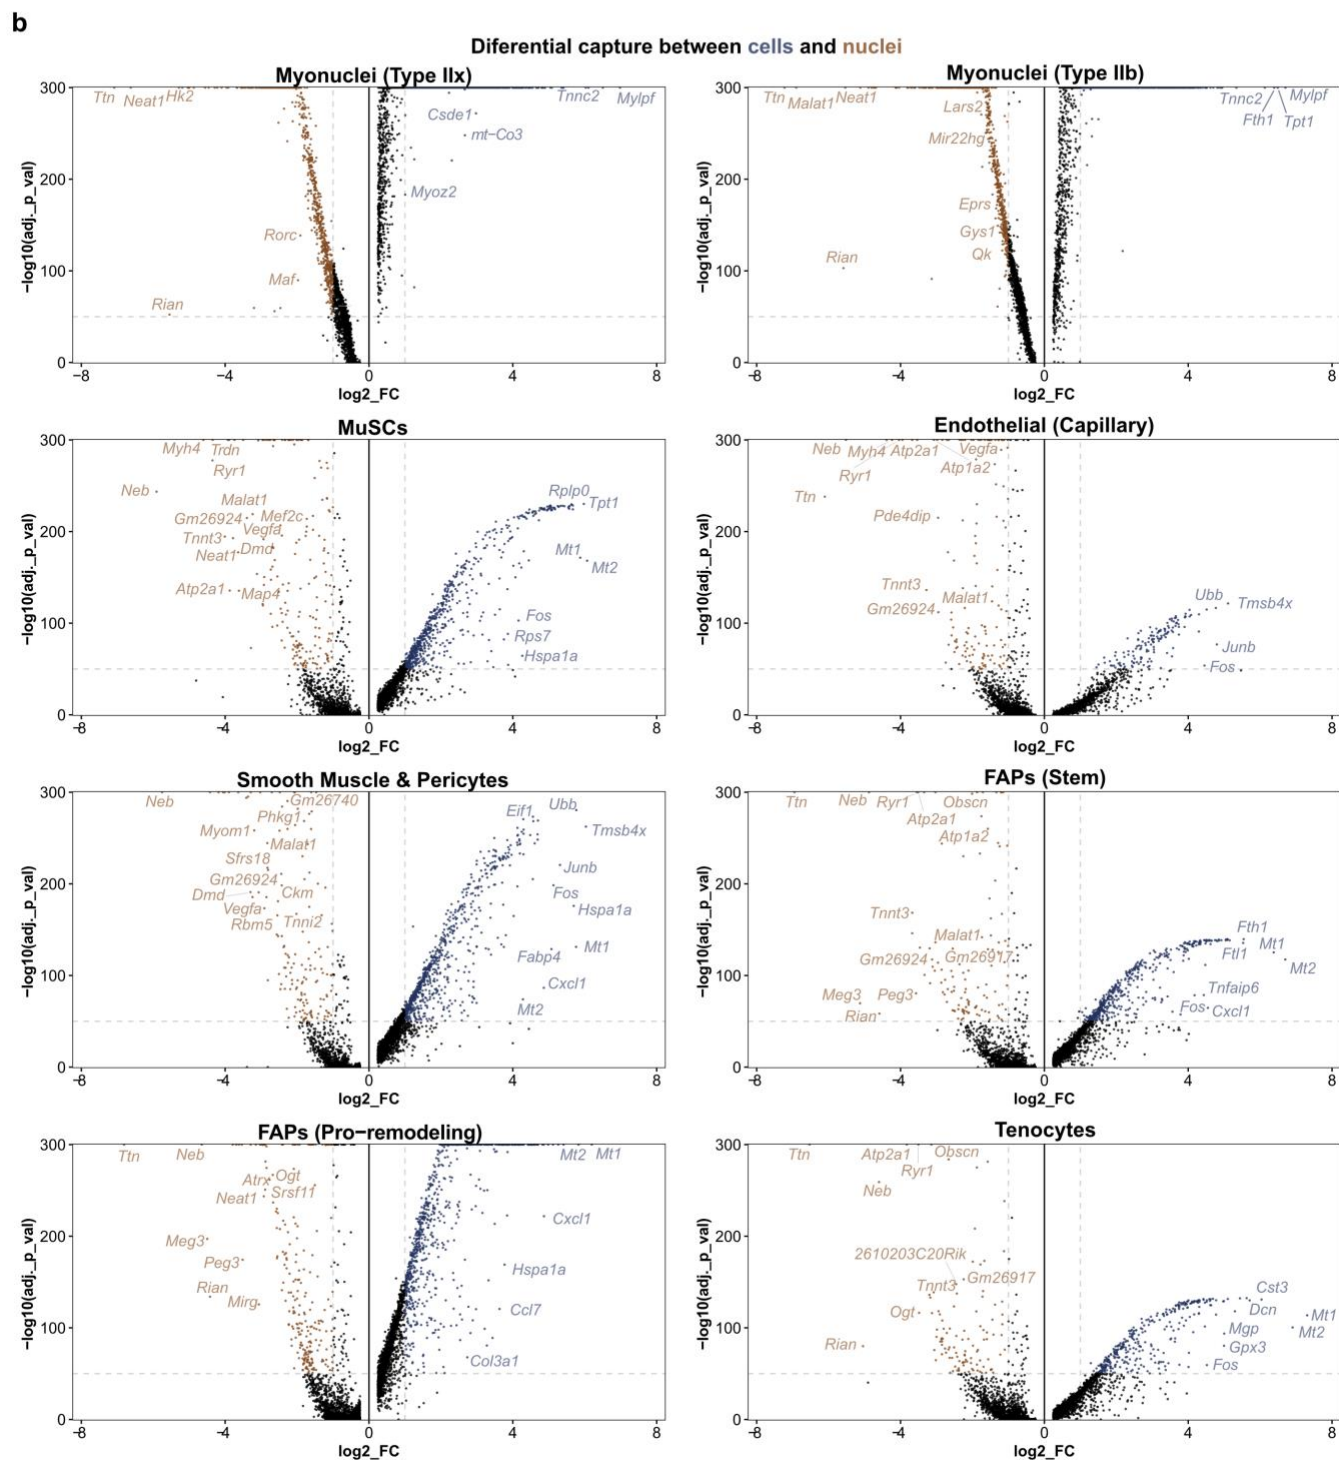

**Figure S6. Cell type-specific differential gene detection between single cells and single-nuclei. (a)** Abundance of single-cells and single-nuclei by cell type, as determined after Harmony integration, across all data sources in the compendium. **(b)** Differential gene analysis using a Wilcoxon Rank Sum Test between single-cell and single-nucleus data by cell type for 8 most abundant cell types in both assay sources. Differential expression results are presented as volcano plots with fold-change ratio defined as single-cell over single-nucleus.

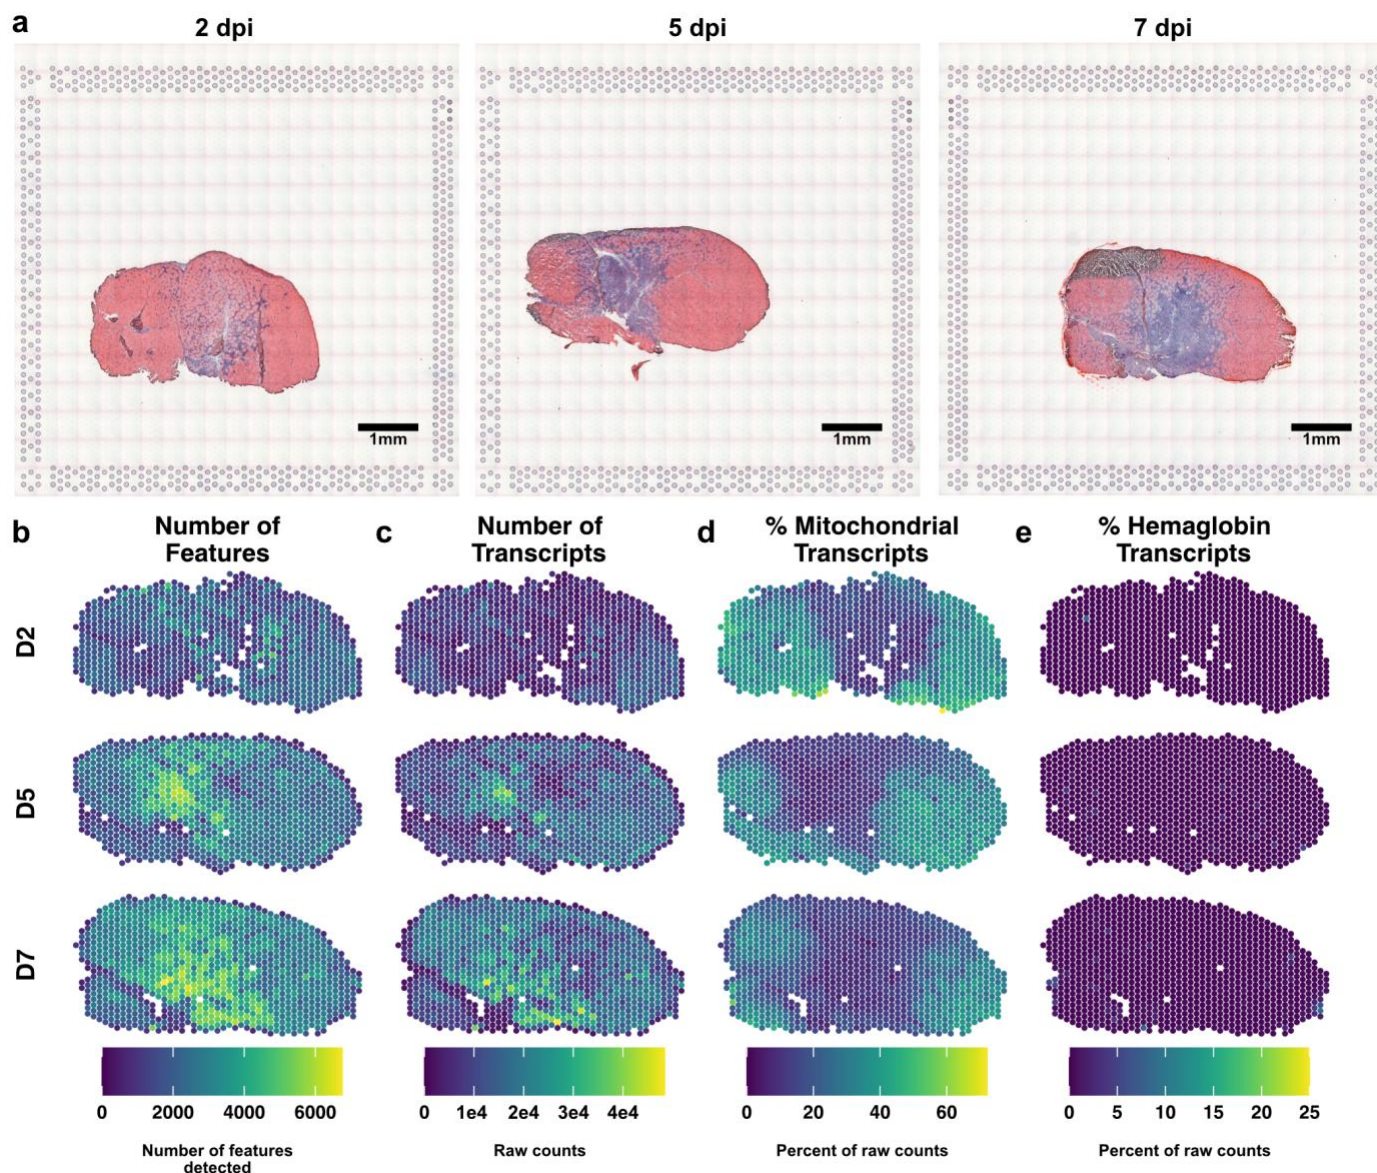

**Figure S7. Quality metrics of Visium spatial RNA sequencing datasets.** (a) Stitched H&E images of the samples used in Visium spatial RNA sequencing, including the perimeter of each frame. Each square is 6mm by 6 mm. (b) Number of features detected, (c) number of transcripts detected, (d) percent of unique transcripts mapping to mitochondrial genes, and (e) percent of unique transcripts mapping to hemoglobin genes, plotted for each spot. Samples shown are tibialis anterior muscles, collected two (D2), five (D5), or seven (D7) days post-injury (notexin).

# Supplementary material for: Large-scale integration of single-cell transcriptomic data captures transitional progenitor states in mouse skeletal muscle regeneration
**Source:** Commun Biol. 2021 Nov 12;4:1280. doi: 10.1038/s42003-021-02810-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Expanded table of metadata for all samples used in our analyses (related to **Table S1**).

**File name:** Supplementary Data 2

**Description:** Differential gene expression results for all cell types, including myogenic cell subsets; based on Harmony-integrated cell type annotations (output from Seurat::FindAllMarkers) (related to **Fig. S3**).

**File name:** Supplementary Data 3

**Description:** Differential gene expression results across myogenic cell subsets (output from Seurat::FindAllMarkers) (related to **Fig. 2**).

**File name:** Supplementary Data 4

**Description:** Differential gene expression results across endothelial cell subsets (output from Seurat::FindAllMarkers) (related to **Fig. S4**).

**File name:** Supplementary Data 5

**Description:** Differential gene expression results across FAP cell subsets (output from Seurat::FindAllMarkers) (related to **Fig. S4**).

**File name:** Supplementary Data 6

**Description:** Differential gene expression results across myeloid cell subsets (output from Seurat::FindAllMarkers) (related to **Fig. S4**).

# Supplementary material for: Large-scale integration of single-cell transcriptomic data captures transitional progenitor states in mouse skeletal muscle regeneration
**Source:** Commun Biol. 2021 Nov 12;4:1280. doi: 10.1038/s42003-021-02810-x
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

For all samples available via SRA, parallel-fastq-dump ([github.com/rvalieris/parallel-fastq-dump](https://github.com/rvalieris/parallel-fastq-dump)) was used to download raw .fastq files. Samples which were only available as .bam files were converted to .fastq format using bamtofastq from 10x Genomics ([github.com/10XGenomics/bamtofastq](https://github.com/10XGenomics/bamtofastq)).

Data analysis

All code for processing and analysis of the scRNAseq and spatial RNA sequencing data, as well as supplemental data are available on Github ([github.com/mckellardw/scMuscle](https://github.com/mckellardw/scMuscle)). Raw reads were aligned to the mm10 reference using cellranger (v3.1.0). First, ambient RNA signal was removed using the default SoupX (v1.4.5) workflow (autoEstCounts and adjustCounts; [github.com/constantAmateur/SoupX](https://github.com/constantAmateur/SoupX)). Samples were then preprocessed using the standard Seurat (v3.2.1) workflow (NormalizeData, ScaleData, FindVariableFeatures, RunPCA, FindNeighbors, 356 FindClusters, and RunUMAP; [github.com/satijalab/seurat](https://github.com/satijalab/seurat)). After preprocessing, DoubletFinder (v2.0) was used to identify putative doublets in each dataset, individually. After preprocessing and quality filtering, we merged the datasets and performed batch-correction with three tools, independently- Harmony ([github.com/immunogenomics/harmony](https://github.com/immunogenomics/harmony)) (v1.0), Scanorama ([github.com/brianhie/scanorama](https://github.com/brianhie/scanorama)) (v1.3), and BBKNN ([github.com/Teichlab/bbknn](https://github.com/Teichlab/bbknn)) (v1.3.12). We then used Seurat to process the integrated data. After initial integration, we removed the noisy cluster and re-integrated the data using each of the three batch-correction tools.

Cell types were determined for each integration method independently. For Harmony and Scanorama, dimensions accounting for 95% of the total variance were used to generate SNN graphs (Seurat::FindNeighbors). Louvain clustering was then performed on the output graphs (including the corrected graph output by BBKNN) using Seurat::FindClusters. A clustering resolution of 1.2 was used for Harmony (25 initial clusters), BBKNN (28 initial clusters), and Scanorama (38 initial clusters). Cell types were determined based on expression of canonical genes (Fig. S3). Clusters which had similar canonical marker gene expression patterns were merged.

Myogenic cells were subset based on the consensus cell types between all three integration methods. Harmony embedding values from the dimensions accounting for 95% of the total variance were used for further dimensional reduction with PHATE, using phateR (v1.0.4) ([github.com/KrishnaswamyLab/phateR](https://github.com/KrishnaswamyLab/phateR)).

Spot deconvolution was performed using the deconvolution module in BayesPrism (previously known as “Tumor microEnvironment Deconvolution”, TED, v1.0; [github.com/Danko-Lab/TED](https://github.com/Danko-Lab/TED)). First, myogenic cells were re-labeled, according to binning along the first PHATE dimension, as “Quiescent MuSCs” (bins 4-5), “Activated MuSCs” (bins 6-7), “Committed Myoblasts” (bins 8-10), and “Fusing Myocytes” (bins 11-18). Culture-associated muscle stem cells were ignored and myonuclei labels were retained as “Myonuclei (Type IIb)” and “Myonuclei Type IIX”. Next, highly and differentially expressed genes across the 25 groups of cells were identified with differential gene expression analysis using Seurat (FindAllMarkers, using Wilcoxon Rank Sum Test; results in Sup. File 2). The resulting genes were filtered based on average log2-fold change ( $\text{avg\_logFC} > 1$ ) and the percentage of cells within the cluster which express each gene ( $\text{pct.expressed} > 0.5$ ), yielding 1,069 genes. Mitochondrial and ribosomal protein genes were also removed from this list, in line with recommendations in the BayesPrism vignette. For each of the cell types, mean raw counts were calculated across the 1,069 genes to generate a gene expression profile for BayesPrism. Raw counts for each spot were then passed to the `run.Ted` function, using the “GEP” option for input.type and default parameters for the remaining inputs. Final Gibbs theta values were used as estimates for the fraction of transcripts from each spot that were derived from 397 each of the 25 cell types.

Ligand-receptor analysis and visualization was performed using CellChat v1.1.0 ([github.com/sqjin/CellChat](https://github.com/sqjin/CellChat)). The cell type labels used were derived from the Harmony integration results using all single-cell and single-nucleus data sources. Default values were used for the parameterization of each step.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Newly collected scRNAseq data for two samples from 7mo mice have been deposited in GEO under accession GSE159500. The data from 20mo mice will be released in GEO upon final publication. Spatial RNA sequencing data was deposited under GSE161318. A complete list of GEO accession numbers for the new and previously published scRNAseq data can be found in Table S1. SRR numbers for downloading each sample are compiled in Sup. File 1. The full integrated data with visualization tools is available at [scmuscle.bme.cornell.edu](https://scmuscle.bme.cornell.edu).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We generated 2-4 single-cell RNA sequencing replicates for each injury response time included within the study. Although no formal statistical analysis was used to determine the number of replicates, this extends beyond the standard number of replicates in the single-cell RNA sequencing field of $n=1$ . We expanded the scope of our study by directly comparing this data to datasets previously generated in the lab ( $n=14$ ) as well as many public datasets ( $n=76$ ). Because of the costs and batch effects associated with each individual single-cell RNA sequencing sample, we argue that an additive approach in single-cell genomics is most effective for confirming the quality and fidelity of each individual sample. |
| Data exclusions | We applied thorough quality control to exclude single-cell transcriptomes which might be derived from dying cells (high percentage of reads aligning to mitochondrial genes), multiple cells, or empty droplets containing ambient RNA. These practices are widely used across the single-cell RNA sequencing field.<br>In collecting datasets for our analysis, we focused on mouse skeletal muscle samples collected using the 10x Genomics Chromium chemistry, to minimize batch effects, and excluded alternative chemistries. We also excluded samples from genetic knockout mice.                                                                                                                                                          |
| Replication     | Within our compendium, we looked at samples collected from multiple ages, injury models, and genetic backgrounds to improve the robustness and repeatability of our findings. Within our computational pipeline, we solely used parameterization strategies which were well-defined and applicable to future studies. These factors both support the replicability of our work.                                                                                                                                                                                                                                                                                                                                                                  |
| Randomization   | Mice, from which injured hindlimb muscles were collected, were injured and collected so that multiple time points were collected at once (up to four samples in a single day), to reduce experimental bias. Mice were randomly selected for each injury time point.                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | Blinding was not relevant for this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Adult C57BL/6J mice were obtained from Jackson Laboratories (#000664, Bar Harbor, ME) and were used at 4-7 months of age. Aged C57BL/6J mice were obtained from the National Institute Of Aging (NIA) Rodent Aging Colony and were used at 20 months of age. For new scRNAseq experiments, female mice were used in each experiment. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                             |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                                                                                                         |
| Ethics oversight        | The Cornell University Institutional Animal Care and Use Committee (IACUC) approved all animal protocols, and experiments were performed in compliance with its institutional guidelines.                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

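The data were per-cell tables of 21 single-cell RNA sequencing samples from tibialis anterior muscle of 20-month-old mice, 1 mouse per sample, taken uninjured (4 mice) or at 1 (4), 2 (3), 3.5 (4), 5 (3) or 7 (3) days after notexin injury. Conditions came from the sample labels and were compared with Supplementary Data 1. Per-gene values, the 7-month-old samples, the spatial data and the previously published samples were not used here.

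Before depositing the tables, the authors aligned 10x Chromium v3 reads to mm10 with cellranger, removed ambient RNA with SoupX, filtered cells by genes, transcripts and mitochondrial share with Seurat, and removed doublets with DoubletFinder. The UMI totals per cell that the authors deposited are expected counts, since the SoupX correction made them non-whole, and they were not normalized. The mean reads per cell and the number of barcodes are counts that the authors took from cellranger's summary and deposited as 1 value per sample. The deposited percent values are the share of a cell's corrected UMIs from a set of genes, and, per sample, the sequencing saturation and the reads in cells from cellranger. The deposited fraction values are the SoupX contamination of each sample and each cell's DoubletFinder score, both as computed by the authors. The authors' deposited labels give each cell's type after integration of all samples by Harmony, BBKNN and Scanorama, and a myogenic state from its position on a PHATE trajectory. No further filter was applied to cells in the main results.

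From these tables, cells were counted by sample, type and state with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Shares of cell types used all cells of the sample as denominator, and shares of states used cells with a myogenic Harmony label. A sample needed at least 10 myogenic cells, which all had, and a state at least 5 cells in a sample for its median of genes or UMIs. Labels of the 3 methods were mapped to broad classes and harmonized in spelling before they were compared. The depth was between 5602464 and 70730171 UMIs per sample, and shares of single samples carry exact Clopper-Pearson 95% intervals, and a count of 0 a limit of 3 cells, both of which cover counting error only.

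The mouse was the unit in every test, apart from a binomial probability over the myogenic cells of 1 dpi replicate C. Cell type shares over the 6 time points were tested by permuting the F statistic of arcsine square root shares with 100000 resamples, for which the smallest p is 1e-05. Single time points and myogenic states were compared by two-sided exact permutation tests of the difference in means. Within-sample differences between states and between label pairs used two-sided exact sign-flip tests. Correlations used permutation tests of Pearson's r and Spearman's rho. Each family was adjusted by the Benjamini-Hochberg method at a threshold of 0.05. For 4 against 3 mice, the smallest exact p had been set down in advance as larger than the test gives. With groups of unequal size the mirror of a split is not itself a split, and the smallest p is 0.0286. The text names the cell types and states that the paper names in its statements on injury or myogenesis, and the 5 types with the largest rise and the 5 with the largest fall among those past the threshold.

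Alternatives were the labels of BBKNN and Scanorama, untransformed shares, a centred log ratio with 0.5 cells added, edgeR 4.0.16 (R 4.3.3) quasi-likelihood tests on the numbers of cells with and without TMM, other denominators, a stricter filter on cells (at least 1000 genes, at least 2000 UMIs and at most 15% mitochondrial UMIs), other minimums of cells, genes without division by saturation or at a fixed number of UMIs (a polynomial of degree 3), means over cells, the replicate letter as a block, and leaving out each of the 21 samples.

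The tests were run on simulated data with known answers. For the time course, 20 data sets of 23 cell types in 21 samples were drawn with 5 types changed 4-fold. When the changed types were balanced by the most abundant type so that the shares of the others stayed fixed, the permutation test recovered 91% of the changed types and 6.19% of its calls were wrong. When the numbers of the other cells stayed fixed instead, so that their shares moved, it recovered 74% and 47.1% of its calls were wrong. In this design the values were 91% and 8.08% for edgeR with TMM, and 77% and 44.6% for edgeR without TMM. A called share is therefore a change in the share and not in the number of cells. The exact test of 17 against 4 mice gave p under 0.05 in 6.25% of 400 data sets without a difference and in 92.5% with a difference of 2 SD, and the sign-flip test of 13 pairs in 4.75% and 100%.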

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

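Of the tests below, those chosen only after the result was seen were the tests on doublets, on unlabelled cells at matched UMIs, on reads in cells and SoupX contamination of 1 dpi replicate B and 3.5 dpi replicate D, on the denominator of the myogenic states, and on MuSCs called by all 3 methods.

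In 8 of 88 groups of 4 mice, 1 mouse lay far from the other 3 by Dixon's ratio of gap to range. Chance picks out about 1 in 20 groups, or 4.4 of 88, so several of these may be chance, as in the mouse below whose value has a probability of 0.270. Venous endothelial cells made up 2.01% of cells in 1 dpi replicate B and 0.199% to 0.495% in the other 3 mice. No explanation of this value was tested. The design gives no condition that separates mice of 1 time point, so no biological explanation was tested for any of the 8.

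In uninjured replicate B, pro-remodeling FAPs made up 19.0% of cells (4.83% to 5.87% in the other 3 mice) and stem FAPs 11.4% (2.09% to 2.98%). This mouse kept the fewest barcodes. If shallow cells of other types were lost to the filter, the difference should shrink among deep cells. Among its 1103 cells with at least 5000 UMIs, pro-remodeling FAPs made up 13.6%, against 9.55% to 12.4% in the other mice, so loss of shallow cells may account for much of it. The stem FAPs were not tested in this way.

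In 1 dpi replicate B, 54.3% of barcodes were kept, against 81.3% to 83.2% in the other 3 mice. Its reads in cells were 47.7%, against 79.0% to 91.8%, which would go with more cell-free RNA, but its SoupX contamination, a second measure of it, was 0.024, inside the range of 0.013 to 0.033 in the other mice. Since these measures differ, more cell-free RNA stays open. In 3.5 dpi replicate D, 64.1% of barcodes were kept, against 72.8% to 73.9%. Its reads in cells were 94.7%, inside the range of 94.2% to 94.8% in the other mice, and its SoupX contamination was 0.033 (0.018 to 0.047 in the others), which argues against cell-free RNA. Other causes were not tested.

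No committed or fusing cell (0) was found in 1 dpi replicate C, whereas the other 3 mice at 1 dpi had 3 each. This mouse had 72 myogenic cells. At the rate of the other mice, 9 in 499 myogenic cells, finding none has a binomial probability of 0.270 if cells are independent. Too few myogenic cells may therefore be the reason.

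In 3.5 dpi replicate B, the broad classes matched in 97.8% of cells between BBKNN and Scanorama (98.8% to 98.9% in the other 3 mice) and in 97.6% between Harmony and Scanorama (98.5% in each of the others). With the classes weighted by their shares in the other mice, the match of Harmony and Scanorama was 98.0%, still under the 98.3% to 98.5% of the others, which argues against another mix of cell types as the whole reason. What else differs in this mouse stays open.

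Several shares lay on opposite sides of the uninjured mean at different time points, in every mouse of those time points. The difference between the time points was not tested in any of these cases. MuSCs were 3.21 percentage points above the mean at 7 dpi and -0.544 points from it at 2 dpi. As percent of myogenic cells, quiescent MuSCs were 23.4 points above at 5 dpi and -7.10 at 2 dpi, activated MuSCs 14.1 above at 3.5 dpi and -0.242 at 1 dpi, committed myoblasts 6.22 above at 3.5 dpi and -0.181 at 1 dpi, and fusing myocytes 14.8 above at 3.5 dpi and -0.733 at 2 dpi. The lower sides of the committed and activated states rest on 0 cells at 1 dpi against 3 and 4 cells in uninjured mice. Several of the lower sides rest on 1 mouse. Without uninjured replicate C, quiescent MuSCs at 2 dpi were -2.14 points from the mean. Without uninjured replicate B, activated MuSCs at 1 dpi were -0.118 points from it, as were committed myoblasts without replicate A. Fusing myocytes at 2 dpi were -0.412 points from it without 2 dpi replicate B and -0.481 without uninjured replicate C, and not every mouse at 2 dpi lay below it without uninjured replicate A or C. A change in the share of myonuclei, which are in the denominator, was excluded as the whole reason for the upper sides. As percent of all cells, fusing myocytes lay above the highest uninjured mouse (0.441%) in 4 of 4 mice at 3.5 dpi (0.646% to 1.44%). At that time point, activated MuSCs (0.798% to 1.01%) and committed myoblasts (0.252% to 0.646%) also did in 4 of 4 mice each, with 0.0879% and 0.0882% in the highest uninjured mouse, and quiescent MuSCs did in 3 of 3 mice at 5 dpi (1.55% to 7.16%, against 1.35%). Cells of other types under the MuSC label were excluded as the reason for the MuSC share: counting only cells that all 3 methods call myogenic, its mean was 0.125% at 2 dpi and 4.45% ± 1.12 (SD, n = 3) at 7 dpi, with 0.924% to 1.61% in uninjured mice. With only non-immune cells in the denominator, the MuSC share at 2 dpi was 2.56 points above the uninjured mean. It was 3.92% ± 2.21 (SD, n = 3), against 1.36% ± 0.353 (n = 4) in uninjured mice. These values count every cell with the Harmony MuSC label. By the Harmony label alone, the lower side of the MuSC share thus depends on the denominator. However, 122 of the 156 cells with this label at 2 dpi were called myogenic by neither other method. The higher share among non-immune cells therefore rests largely on disputed labels. Cells that all 3 methods call myogenic were not counted with this denominator. Loss of MuSCs from the muscle, a lower share among many infiltrating cells, and losses on dissociation remain open.

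The paper does not report on cells without a Harmony label. Their mean share over the 17 injured samples was 4.47% of a sample's cells, and it was at most 0.146% in an uninjured sample. Among cells with 2000 to 5000 UMIs, the mean unlabelled share over the 7 samples at 1 and 2 dpi was 11.2% (3.25% to 18.3%) and at most 0.0767% in uninjured mice, which argues against low UMI totals as the whole reason. In each of the 17 injured samples, unlabelled cells had a lower median of UMIs and a higher median mitochondrial share than labelled cells. The UMIs were 1852 against 8129 in 1 dpi replicate C and 4143 against 4319 in 1 dpi replicate B. Of the unlabelled cells, 25.4% had fewer than 750 genes, against 6.42% of all cells. Low quality of these cells therefore stays open. BBKNN called 47.6% of the unlabelled cells infiltrating monocytes, and Scanorama 52.2%. Removal of a cluster before the integration was repeated, which the paper's methods describe, was not tested and stays open.

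At 2 dpi, 69.6% ± 18.1 (SD, n = 3) of the cells with the Harmony MuSC label were called myogenic by neither BBKNN nor Scanorama, against 0.575% ± 1.15 (n = 4; at most 2.30%) in uninjured mice, and 50.4% ± 18.3 (n = 4) at 1 dpi. BBKNN called 67.7% of such cells at 1 and 2 dpi myeloid, 15.1% lymphocytes and 13.0% endothelial. In 0 of 7 samples did these cells hold more UMIs than other cells with the same BBKNN label (ratio 0.183 to 0.909), which argues against doublets as the whole reason. Their DoubletFinder score was higher than that of those cells in 2 of the 7 samples, 1 dpi replicates B and D (by 0.0582 and 0.0636), so some doublets stay possible there. Too few UMIs cannot be told apart from another cause, since only 28 of these MuSC labels at 1 and 2 dpi had at least 5000 UMIs. Of those, 64.3% were called myogenic by neither method, against 0.623% at 3.5 to 7 dpi. The 64.3% rests on 1 dpi replicate C, with 12 of the 18 cells, and was 37.5% (6 of 16) without it, with samples between 0% and 100%. MuSC shares at 1 and 2 dpi could therefore be overstated.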

How the results depend on the processing

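All alternatives were set before the data were examined, except 7 chosen after seeing the data: Harmony-labelled cells or cells with a state as the denominator, the stated minimum of 750 genes for the time course and for the committed and fusing cells, 3.5 dpi moved to the later side, 2 more tests in the family of states, and injured samples only for the genes per state. Over the alternatives and samples left out, results that answer a comparison stayed the same in 732 cases, moved in 11, reversed in 19, and became stronger in 11 or weaker in 16. For single named types these numbers were 456, 1, 11, 24 and 9. A test stayed the same if it kept its direction and side of the threshold. A count did so within 1.5 times the main value, and other values within the SD, so those cases have no direction or threshold to keep. Unless a reason is given, the cause was not tested.

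The number of cell types that differed over time was 18 of the 23 Harmony types, between 15 and 22 of them under the alternatives over all types, and 16 to 22 with 1 sample left out. With BBKNN labels it was 23 of 27, and with Scanorama labels 15 of 24. Regrouping the 21 mice at random gave as many calls in 1 of 100 regroupings, the real one (highest other 9), so chance can be excluded. At single time points, the exact test called 0 of 115 comparisons (63 at an unadjusted p under 0.05) and edgeR without TMM 80.

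The largest difference of a type is taken over the time points, and wherever it changed direction it lay at another time point than in the main result. With BBKNN labels, it changed direction for MuSCs (-0.982 points), type IIb (0.0288) and type IIx myonuclei (0.0421) and pro-remodeling FAPs (16.1), and with Scanorama labels for MuSCs (-0.00732) and pro-remodeling FAPs (0.261). For MuSCs and myonuclei, these methods use other names for most of the same cells. With non-immune cells in the denominator, 4 of 13 non-immune types passed the threshold in place of 9, capillary (-25.4) and smooth muscle cells (-2.38) lost it, and pro-remodeling FAPs (13.5), venous cells (0.753) and stem FAPs (1.45) reversed. Leaving out samples moved pro-remodeling FAPs between -8.09 and 8.17 (8.17 without uninjured replicate B, 7.33 without 7 dpi replicate C). Type IIb and IIx myonuclei passed the threshold without uninjured replicate C (-9.59 and -4.99) and without 1 dpi replicate B or C (-7.49 and -3.97). Venous cells passed it (-1.19) without 1 dpi replicate B or C, 2 dpi replicate C, or 5 dpi replicate A or C. Stem FAPs ranged from -4.96 to -1.85 with 1 sample left out (-1.85 without uninjured replicate B) and lost it without 2 dpi replicate B (-4.09) or C (-3.73) or 7 dpi replicate B (-4.03). Untransformed shares took it from stem (-4.03) and pro-remodeling FAPs (-6.78), and Scanorama labels from stem FAPs (-0.0146) and smooth muscle cells (-1.07). Venous cells passed it with BBKNN (-0.726) and Scanorama labels (-0.297), the centred log ratio, and edgeR with and without TMM. Type IIb myonuclei passed it with the centred log ratio, both forms of edgeR and the stricter filter (-7.53), and type IIx myonuclei with both forms of edgeR, the stricter filter (-5.56) and the minimum of 750 genes (-3.63).

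The progenitor labels of BBKNN and Scanorama include 73.9% and 88.7% of the Harmony MuSCs, so they do not count the same cells as the activated, committed and fusing states. Cells with the BBKNN labels differed between injured and uninjured mice by 37.6 points, past the threshold. Between 5 and 7 dpi and the earlier time points, the difference of the 3 states together (-0.209) was reversed for the cells with BBKNN (10.5) or Scanorama labels (6.83), and with all cells in the denominator (0.903). It ranged from -1.68 to 2.73 with 1 sample left out and reversed without 3.5 dpi replicate A (0.918), B (2.19), C (2.17) or D (2.73) and without 7 dpi replicate A (0.384), B (0.201) or C (1.53). The higher quiescent share at 5 and 7 dpi (16.7 points) ranged from 14.6 to 19.4 with 1 sample left out and lost the threshold in 13 of 21 cases: without 1 dpi replicate A (16.0), B (15.8), C (17.2) or D (16.3), 2 dpi replicate A (15.8), B (15.9) or C (15.8), 3.5 dpi replicate A (16.6), 5 dpi replicate A (17.1), B (14.6) or C (15.3), or 7 dpi replicate A (16.8) or B (17.1). It also lost it with cells with a state in the denominator (15.1) and with 2 more tests in the family (16.7). With cells with a state in the denominator, the quiescent (-20.6) and fusing (-1.03) differences of injured from uninjured mice and the activated difference of later from earlier mice (-0.597) reversed. With 3.5 dpi on the later side, activated (9.44) and committed cells (4.60) passed the threshold and fusing cells reversed (7.31).

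The replicate letters did not pair the samples: samples of the same letter had a mean correlation of -0.0172 (-0.798 to 0.732), above 0.1 in 20 of 48 pairs. With the replicate block, the quiescent difference was 16.7 points and not past the threshold, and the difference of the 3 later states was 1.57 points, reversed. The block changed no other call.

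Committed and fusing cells numbered 503, or 992, 2461 and 2867 by the progenitor labels of Harmony, BBKNN and Scanorama, and the stricter filter left them in 13 of 20 samples. Progenitors exceeded quiescent MuSCs in genes past the threshold with BBKNN labels (11.8), with at least 3 (7.03) or at least 10 cells (11.8) and in the injured samples only (14.8), and reversed at a fixed number of UMIs (-0.0352). With 1 sample left out, the difference ranged from 6.33 to 10.5 and passed the threshold without uninjured replicate A (10.5), B (9.85) or C (9.79). Cohen's kappa gave 97.4%, 94.1% and 95.2% for Harmony and BBKNN, Harmony and Scanorama, and BBKNN and Scanorama. The correlation of genes with reads rose to 0.653 without the 2 farthest samples. With 1 sample left out it ranged from -0.00758 to 0.289 (0.289 without uninjured replicate D) and reversed without uninjured replicate B (-0.00758) or C (-0.00102) or 3.5 dpi replicate B (-0.00467). The 1st or 99th percentiles were 557 genes, 1098 UMIs and 28.1% mitochondrial.

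The index of sample mixing along the trajectory was not run, since bins were not used here, and Scanorama labels gave no value for progenitors against quiescent MuSCs. The minimum of myogenic cells moved nothing, since every sample had at least 72. Few cells limit the states at 1 and 2 dpi, where no sample held more than 3 committed or fusing cells.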

Differences from the paper's values

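The paper states a minimum of 750 genes per cell (the paper's value), and the lowest number of genes in a deposited cell was 498. With the 1st percentile in place of the minimum, the alternative set before the data were examined, the value was 557, which is within 1.5 times the paper's. The stated minimum is still not met, since 5636 cells (6.42%) had fewer genes. Smaller gaps remained in 2 totals. The paper gives 503929 barcodes before filtering for its 111 samples (the paper's value), and the barcodes listed in Supplementary Data 1 sum to 500593. It gives 89382 cells for its 20-month-old mice (the paper's value), and the deposited tables held 87822.

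For its 111 samples, the paper describes activated, committed and fusing cells as enriched in injured samples, most of all later than the fourth day. The paper shows from which time points the cells of each bin came, whereas shares within a sample were used here. By number of cells, 154, 132 and 104 activated, 60, 60 and 60 committed and 187, 55 and 43 fusing cells came from 3.5, 5 and 7 dpi. Most activated and committed cells thus came from 5 and 7 dpi together, and most fusing cells from 3.5 dpi. These numbers also depend on the mice and cells per time point. As shares, the highest means of the 3 states among myogenic cells of these 21 samples were at 3.5 dpi (14.3%, 6.40% and 16.1%). At 5 and 7 dpi compared with 1, 2 and 3.5 dpi, activated MuSCs rose by 1.74 percentage points and committed myoblasts by 1.34 points (two-sided exact permutation tests, adjusted p = 0.572 and 0.484). Fusing myocytes fell by 3.30 points (adjusted p = 0.484, same test), with a difference between -4.09 and -1.69 with 1 sample left out. In each state, 0 of 6 later mice lay above the highest earlier mouse. As percent of all cells, activated MuSCs had their highest mean at 5 dpi (1.18%, against 0.923% at 3.5 dpi), committed myoblasts at 7 dpi (0.458%, against 0.404%) and fusing myocytes at 3.5 dpi (1.05%). Without 5 dpi replicate C, activated MuSCs were 0.559% at 5 dpi and highest at 3.5 dpi, and without 5 dpi replicate B (0.517% at 5 dpi) or 7 dpi replicate B (0.334% at 7 dpi) committed myoblasts were highest at 5 dpi. At 5 and 7 dpi compared with the earlier time points the differences in percent of all cells were 0.659, 0.295 and -0.0509 points (adjusted p = 0.0786, 0.0721 and 0.828, exact tests). With 3.5 dpi moved to the later side, a contrast chosen after seeing the values, the later mice were higher by 9.44, 4.60 and 7.31 points (adjusted p = 0.000617, 0.000823 and 0.0155, exact tests), above the highest earlier mouse in 10, 9 and 8 of 10 mice. Between injured and uninjured mice, the 3 states were higher after injury but not past the threshold (adjusted p = 0.205, 0.236 and 0.460, exact tests). The threshold was passed when cells with the progenitor labels of BBKNN were counted in place of the 3 states (37.6 points, adjusted p = 0.0348 in the exact test; range over the alternatives 0.0348 to 0.297), but 73.9% of the Harmony MuSCs carry these labels.

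The paper gives more genes per cell in progenitors after division by saturation. The difference from quiescent MuSCs was in the same direction (8.18, higher in 10 of 13 samples) and not past the threshold (exact sign-flip test, adjusted p = 0.0818). The 3 other samples were uninjured, and most of their fusing cells carried a myonuclei label from Harmony. In the injured samples only, a setting chosen after seeing the values, the difference was 14.8, higher in 10 of 10 samples and past the threshold (adjusted p = 0.00195, exact test). It also passed with BBKNN labels, under which most Harmony MuSCs count as progenitors (11.8), with at least 3 cells (7.03) and with at least 10 cells (11.8), and was in the other direction at a fixed number of UMIs (-0.0352; adjusted p over the alternatives 0.00195 to 0.170, exact tests).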

Other observations

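Of the tests below, those on the mix of cell types and on the distance from the stated minimum of genes, the tests of SoupX contamination against the mitochondrial share, and the comparison of 3.5 dpi with 5 and 7 dpi, were chosen only after the result was seen.

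The median mitochondrial share of a sample was 5.24% ± 1.23 (SD, n = 17) in injured and 14.8% ± 4.49 (n = 4) in uninjured mice, lower than in every uninjured mouse in 17 of 17 (two-sided exact permutation test, p = 0.000167). A change in the mix of cell types was excluded as the whole reason, since the difference was -10.5 percentage points within capillary endothelial cells (exact p = 0.000501). A difference in UMIs per cell was excluded likewise, with -10.3 points among those with 2000 to 5000 UMIs (exact p = 0.000668). More cell-free RNA in the uninjured samples stays open, since 2 measures of it differ. Within the 17 injured samples, the mitochondrial share of capillary endothelial cells fell as the reads in cells rose (r = -0.688, permutation p = 0.0027; rho = -0.770, permutation p = 0.00061; r without the 2 farthest samples -0.624, permutation p = 0.00906). With time point means removed r was -0.838 (permutation p = 0.0188). SoupX contamination did not go with this. It was 0.0283 ± 0.0132 (SD, n = 4) in uninjured and 0.0306 ± 0.0136 (n = 17) in injured samples (exact permutation test, p = 0.771), and within the injured samples it had no detectable relation to the mitochondrial share of these cells (r = -0.118, permutation p = 0.647; rho = -0.157, permutation p = 0.542; r without the 2 farthest samples -0.349, permutation p = 0.201). Reads in cells also differ between injured and uninjured samples, so a difference caused by the injury itself stays open.

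Cells with fewer genes than the stated minimum may have come from the ambient RNA correction taking genes away after the filter. The paper's methods place this correction before the filter. Of the cells under the minimum, 36.4% had a number of genes within 10% of it, where nearly all were predicted, and their share of a sample's cells did not follow its SoupX contamination (r = -0.235, permutation p = 0.305; rho = -0.240, permutation p = 0.292), which argues against this correction as the whole reason. Only 3 of the 87822 cells had fewer than 500 genes, so the numbers of genes stop near 500 and not near 750.

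At 3.5 dpi, compared with 5 and 7 dpi, fusing myocytes were higher by 12.9 points of myogenic cells (two-sided exact permutation test, p = 0.00476, adjusted p = 0.0119) and activated MuSCs by 6.90 points (exact p = 0.0143, adjusted p = 0.0238), in 4 mice against 6. Committed myoblasts differed by 2.56 points (adjusted p = 0.202 in the exact test) and quiescent MuSCs by -6.45 points (adjusted p = 0.276 in the exact test).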
